# Brca2, Pds5 and Wapl differentially control cohesin chromosome association and function

**DOI:** 10.1371/journal.pgen.1007225

**Published:** 2018-02-15

**Authors:** Ziva Misulovin, Michelle Pherson, Maria Gause, Dale Dorsett

## Abstract

The cohesin complex topologically encircles chromosomes and mediates sister chromatid cohesion to ensure accurate chromosome segregation upon cell division. Cohesin also participates in DNA repair and gene transcription. The Nipped-B–Mau2 protein complex loads cohesin onto chromosomes and the Pds5—Wapl complex removes cohesin. Pds5 is also essential for sister chromatid cohesion, indicating that it has functions beyond cohesin removal. The Brca2 DNA repair protein interacts with Pds5, but the roles of this complex beyond DNA repair are unknown. Here we show that Brca2 opposes Pds5 function in sister chromatid cohesion by assaying precocious sister chromatid separation in metaphase spreads of cultured cells depleted for these proteins. By genome-wide chromatin immunoprecipitation we find that Pds5 facilitates SA cohesin subunit association with DNA replication origins and that Brca2 inhibits SA binding, mirroring their effects on sister chromatid cohesion. Cohesin binding is maximal at replication origins and extends outward to occupy active genes and regulatory sequences. Pds5 and Wapl, but not Brca2, limit the distance that cohesin extends from origins, thereby determining which active genes, enhancers and silencers bind cohesin. Using RNA-seq we find that Brca2, Pds5 and Wapl influence the expression of most genes sensitive to Nipped-B and cohesin, largely in the same direction. These findings demonstrate that Brca2 regulates sister chromatid cohesion and gene expression in addition to its canonical role in DNA repair and expand the known functions of accessory proteins in cohesin’s diverse functions.

## Author summary

The cohesin protein complex has multiple functions in eukaryotic cells. It ensures that when a cell divides, the two daughter cells receive the correct number of chromosomes. It does this by holding together the sister chromatids that are formed when chromosomes are duplicated by DNA replication. Cohesin also helps repair damaged DNA, and to regulate genes important for growth and development. Even minor deficiencies in some proteins that regulate cohesin cause significant human birth defects. Here we investigated in Drosophila cells how three proteins, Pds5, Wapl and Brca2, determine where cohesin binds to chromosomes, control cohesin’s ability to hold sister chromatids together, and participate in gene expression. We find that Pds5 and Wapl work together, likely during DNA replication, to determine which genes bind cohesin by controlling how far cohesin spreads out along chromosomes. Pds5 is required for cohesin to hold sister chromatids together, and Brca2 counteracts this function. In contrast to the opposing roles in sister chromatid cohesion, Pds5 and Brca2 work together to facilitate control of gene expression by cohesin. Brca2 plays a critical role in DNA repair, and these studies expand the known roles for Brca2 by showing that it also regulates sister chromatid cohesion and gene expression. *BRCA2* mutations in humans increase susceptibility to breast and ovarian cancer, and these findings raise the possibility that changes in chromosome segregation or gene expression might contribute to the increased cancer risk associated with these mutations.

## Introduction

The cohesin complex mediates sister chromatid cohesion, which ensures accurate chromosome segregation upon cell division. Cohesin consists of the Smc1 (Flybase FBgn0040283), Smc3 (FBgn0015615), Rad21 (Vtd, FBgn0260987) and SA (FBgn0020616) proteins [1–4]. Smc1, Smc3 and Rad21 form a tripartite ring that topologically encircles chromosomes, and SA interacts with Rad21. In metazoan organisms, cohesin is loaded onto chromosomes by a complex of the Nipped-B (FBgn0026401) and Mau2 (FBgn0038300) proteins starting in early G1, and sister chromatid cohesion is established during S phase. Cohesin is removed from chromosome arms by a complex of the Pds5 (FBgn0260012) and Wapl (FBgn0004655) proteins upon entry into mitosis.

Although the Pds5-Wapl complex unloads cohesin from chromosomes, Pds5 and Wapl differ in their roles in sister chromatid cohesion. Mutations in the Drosophila *pds5* gene, similar to *Saccharomyces cerevisiae PDS5* mutations [5, 6] cause loss of sister cohesion, resulting in aneuploid cells prior to death [7]. In contrast, Drosophila *wapl* mutations cause premature loss of sister cohesion only in pericentric heterochromatic regions and impair release of sister cohesion along chromosome arms [8].

Pds5 and Wapl also control cohesin chromosome binding dynamics during interphase. *In vivo* FRAP (fluorescence recovery after photobleaching) experiments in Drosophila mutants show that partial reduction of Pds5 dosage increases the level of cohesin stably bound to chromosomes, consistent with its role in cohesin removal, while partial loss of Wapl unexpectedly decreases the level of stable cohesin [9]. Complete removal of Wapl, however, dramatically increases both the amount of cohesin on chromosomes and its average residence time [9]. Thus the collaborative roles of Pds5 and Wapl in cohesin removal do not fully explain their *in vivo* effects on cohesin dynamics and sister chromatid cohesion. Based on the *in vivo* FRAP data, it was hypothesized that a high Pds5 to Wapl ratio favors cohesin removal, and that Pds5 and Wapl may also have roles in cohesin regulation independently of each other [9].

More recently it was discovered that Pds5 also interacts in a 2:1 ratio with the Brca2 (FBgn0050169) DNA repair protein. This complex, which lacks Wapl, participates in meiotic recombination and mitotic DNA repair [10–12]. The Pds5-Brca2 complex occurs in multiple types of Drosophila and mammalian cells, and Drosophila Brca2 also interacts with mammalian PDS5B and PDS5A [10]. Two BRC repeats in Drosophila Brca2 interact with a region of Pds5 located adjacent to Pds5 residues that interact with Wapl, facilitating dimerization of Pds5 [11, 13].

The potential roles of the Pds5-Brca2 complex in cohesin dynamics, sister chromatid cohesin and gene transcription have not been explored. We theorized that the Pds5-Brca2 complex might help explain the differing roles of Pds5 and Wapl in cohesin dynamics and sister chromatid cohesion, and thus investigated the functions of Pds5, Brca2 and Wapl in sister chromatid cohesion, cohesin binding and localization, and gene regulation in Drosophila ML-BG3-c2 (BG3) cells. We find that Brca2 and Pds5 oppose each other in sister chromatid cohesion and in binding of the SA cohesin subunit near early DNA replication origins. Pds5 elevates the ratio of SA to cohesin at origins and Brca2 decreases SA levels. Cohesin extends outward from replication origins for several kilobases to bind active genes and enhancers, with the levels decreasing with increasing distance from the origin. Pds5 and Wapl, but not Brca2, limit the distance that cohesin spreads, thereby controlling which active genes and regulatory sequences bind cohesin. Brca2, Pds5 and Wapl have similar effects on gene expression and influence expression of the same genes as Nipped-B and cohesin. Like Nipped-B, Brca2 influences gene expression in developing wings and facilitates wing growth. These studies thus reveal previously unknown roles for Brca2 in regulation of sister chromatid cohesion and gene expression and raise the possibility that the increased cancer susceptibility caused by human *BRCA2* mutations could potentially reflect changes in cell physiology beyond DNA repair deficits.

## Results

### Brca2 opposes the role of Pds5 in sister chromatid cohesion

The discovery that Pds5 interacts with Brca2 in a complex that lacks Wapl [10–12] raised the question of whether or not Brca2 plays a role in sister chromatid cohesion. RNAi-mediated depletion of Brca2 in cultured ML-DmBG3-c2 (BG3) cells indicates that it counters the role of Pds5 in establishing or maintaining cohesion. The BG3 clonal cell line derived from larval central nervous system is diploid male, allowing accurate measurement of sister chromatid cohesion defects in metaphase chromosome spreads [14]. Fig 1A shows that as expected, depletion of Pds5 (iPds5) causes precocious sister chromatid separation (PSCS) with ~70% of chromosomes showing partial or complete separation after 5 days of treatment, and Wapl depletion (iWapl) gives less than 10% PSCS, similar to mock-treated cells.

**Fig 1:**
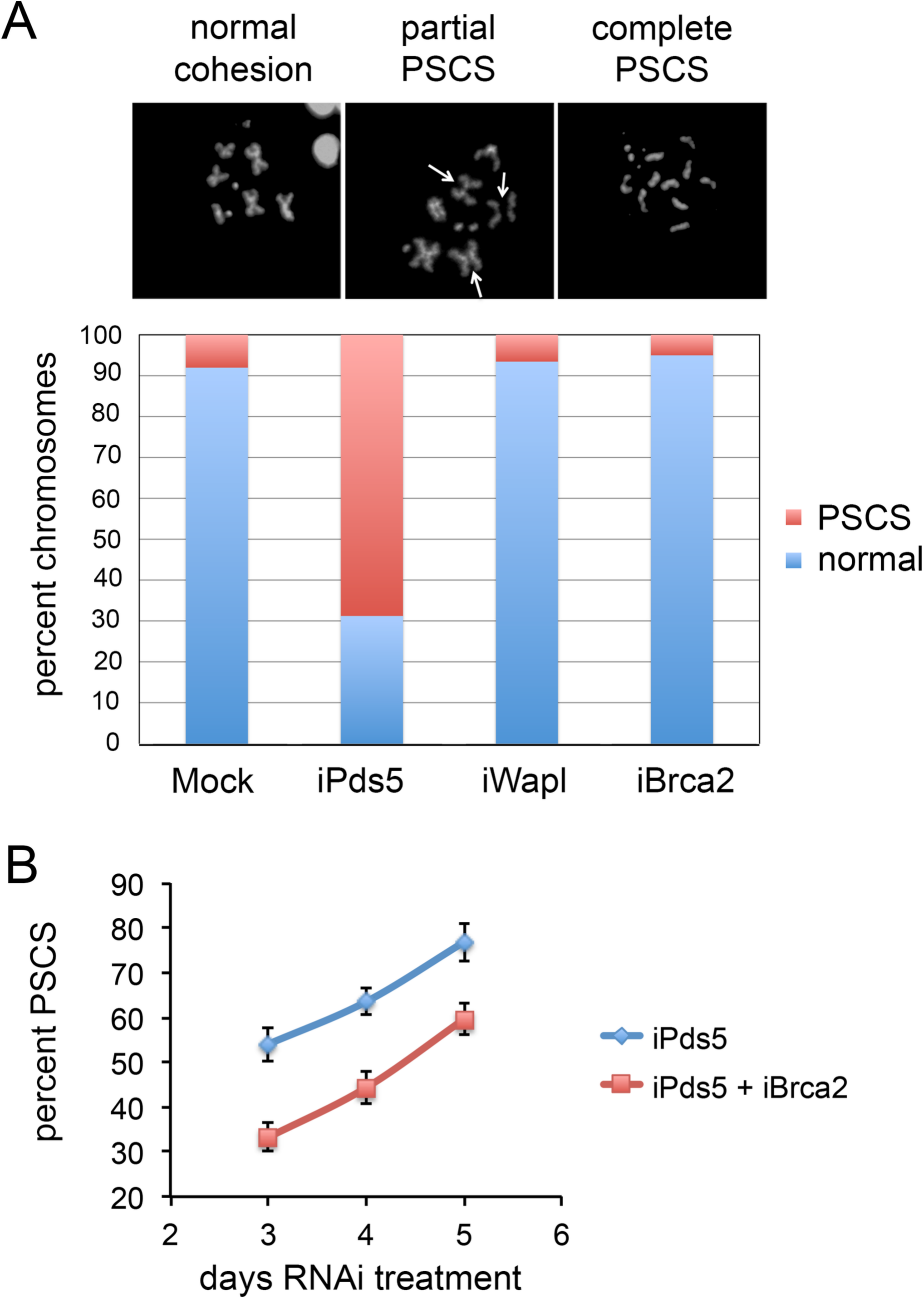
Pds5 and Brca2 oppose each other in sister chromatid cohesion in BG3 cells. (**A**) The three micrographs show examples of normal metaphase chromosomes and of precocious sister chromatid separation (PSCS). The bar graph shows the percent of chromosomes showing normal cohesion (blue) or partial or complete PSCS (red) in mock-treated (Mock), and Pds5-depleted (iPds5), Wapl-depleted (iWapl) or Brca2-depleted (iBrca2) BG3 cells after 5 days of RNAi treatment. (**B**) The graphs show the mean percentage of chromosomes showing PSCS in individual cells after three to five days of RNAi treatment for Pds5 only (iPds5, blue) or for both Pds5 and Brca2 (iPds5 + iBrca2, red). Error bars are standard errors of the mean. A minimum of 50 metaphase nuclei were scored for each individual group and time point. Similar results were obtained in two additional experiments.

Brca2 depletion (iBrca2) alone does not alter PSCS frequency (Fig 1A) but if Brca2 is co-depleted with Pds5 (iPds5 iBrca2) PSCS frequency is significantly reduced compared to Pds5 depletion alone (Fig 1B). Pds5 depletion reduces cell proliferation after 5 days of RNAi treatment, presumably reflecting increasing aneuploidy as observed in *pds5* mutant larval neuroblasts [7] while there is no discernable effect of Wapl or Brca2 depletion on cell growth. These results indicate that Brca2 opposes the role of Pds5 in sister chromatid cohesion.

Brca2 is unlikely to oppose Pds5 function indirectly through effects on the levels of other sister chromatid cohesion proteins. Western blots of whole cell extracts illustrating Pds5, Wapl and Brca2 depletion are shown in S1 Fig. These westerns also show that Pds5 depletion does not significantly alter the total levels of Nipped-B, Wapl or the cohesin subunits examined. Brca2 depletion does not increase or decrease the levels of Pds5, although Pds5 depletion modestly reduces Brca2 levels.

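*Brca2* encodes a protein of homologous recombination repair, and its RNA was measured in BG3 cells, a line derived from the larval central nervous system, after each depletion. In the authors' deposited table its mean normalized coverage was 1.43-fold the mock level in iPds5 cells (p = 0.00256, q = 0.0817). The SE of this difference, recovered from that p, was 0.0948 of the mock mean. With limma's moderated test on the recovered variances *Brca2* did not pass an adjusted p of 0.05 in iPds5. *Brca2* RNA was also higher after Nipped-B depletion (1.59-fold, p = 0.00269, q = 0.0128) and Rad21 depletion (1.39-fold, p = 0.00333, q = 0.0245) in the authors' deposited table. With limma's moderated test neither passed an adjusted p of 0.05 (0.0503 in iNipped-B and 0.159 in iRad21). The 200 genes closest to *Brca2* in exonic length had a median ratio of 1.20 in iPds5 cells, and *Brca2* stood at percentile 75.5 among them. It stood at percentile 85.5 in iNipped-B and 79 in iRad21.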

In RNA-seq experiments described in more detail in a later section, Pds5 depletion increases *Brca2* gene transcripts 1.4-fold (S1 Fig, panel I) although Pds5 and cohesin do not bind the *Brca2* gene, indicating an indirect effect. The modest increase in *Brca2* transcripts indicates that the partial decrease in Brca2 protein caused by Pds5 depletion likely represents destabilization of Brca2 protein in the absence of Pds5. Other possibilities, such as altered transport or translation of Brca2 mRNA cannot be ruled out.

The RNA-seq experiments also show that Pds5 and Brca2 depletion have similar modest effects on RNA levels for some genes encoding sister chromatid cohesion proteins, and indicate that Pds5-Brca2 co-depletion does not suppress sister chromatid cohesion defects by altering expression of these genes. 

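The 18 measured transcripts of cohesin and cohesion factors were listed with the paper at hand, before the deposited files were examined. At p of 0.05 or less in the authors' deposited table, 2 were higher and 1 was lower after Pds5 depletion. After Brca2 depletion the authors' deposited table has 7 higher and 2 lower. The median ratio to mock over these transcripts was 1.21 in iPds5 and 1.25 in iBrca2. In the double depletion, where 17 transcripts were compared, 1 was higher and 1 lower and the median ratio was 1.01. No transcript reached q of 0.05 in any of these comparisons in the authors' deposited table, nor an adjusted p of 0.05 with limma's moderated test. Adjusted over the list alone, 1 transcript passed in iPds5 and 0 in the others. Random lists with the same expression and exonic length had medians of 1.15, 1.18 and 1.04 in iPds5, iBrca2 and iBrca2 iPds5. The list's median lay at percentiles 76.1, 78.3 and 34.6 of such lists.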

Prior studies show that 80 to 90% depletion of Nipped-B or the SA or Rad21 cohesin subunits in BG3 cells does not measurably alter sister chromatid cohesion [14]. As shown in S1I Fig the effects on cohesion factor transcript levels are all less than 2-fold, making it unlikely that they are involved in the substantial changes in sister chromatid cohesion observed in the Pds5 depletion and their suppression in the Pds5-Brca2 co-depletion. 

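Apart from the RNAi targets, *SA-2*, a germline paralog of the *SA* cohesin subunit gene, had the highest ratio among the cohesion factors. According to the authors' deposited table, it was 6.22-fold mock in iPds5 (p = 0.0930), 2.51-fold in iBrca2 (p = 0.325) and 2.47-fold in iBrca2 iPds5 (p = 0.202). The *SA-2* transcript is rare in BG3 cells, with a mock mean of 65.7 against 26708 for *SA*, and its SE was 2.68, 1.43 and 1.04 of the mock mean in these groups. Reads shared between *SA-2* and *SA* cannot be ruled out. *Brca2* and *pds5* themselves cannot be read after their own depletion, because the paper states that signals of dsRNA targets are not quantifiable.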

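*Nipped-B*, which encodes the cohesin loading factor, was at 0.534 of the mock level after Pds5 depletion (p = 0.0364) and 0.553 after Brca2 depletion (p = 0.0349) in the authors' deposited table. The SE of the difference from mock was 0.181 and 0.171 of the *Nipped-B* mock mean. Among the cohesin subunits, *SMC1* rose 1.53-fold in iPds5 (p = 0.0414) and 1.65-fold in iBrca2 (p = 0.0165) in the authors' deposited table. *Cap*, the Smc3 gene, was 1.43-fold in iPds5 (p = 0.116) and rose 1.58-fold in iBrca2 (p = 0.00994) in the same table of the authors. For *wapl*, which encodes a cohesin removal factor, the authors' deposited table gives 1.47-fold (p = 0.101) and 1.58-fold (p = 0.0449) in iPds5 and iBrca2. The acetyltransferase gene *eco* was 1.35-fold (p = 0.113) and 1.56-fold (p = 0.0120), and *dmt* 1.31-fold (p = 0.161) and 1.50-fold (p = 0.0496), in the authors' deposited table. The median ratio of the 200 genes nearest in exonic length was 1.26 in iPds5 and 1.30 in iBrca2 for *SMC1*, and 1.39 and 1.39 for *Nipped-B*.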

Pds5 and Brca2 depletion both modestly reduce *Nipped-B* RNA levels by 30 to 40%, and increase transcripts of the *Smc1*, *Smc3*, *wapl*, *eco*, and *dmt* (*dalmatian*, encoding a sororin-shugoshin fusion protein [15, 16]) gene up to 1.5-fold, none of which explains the opposing effects of Pds5 and Brca2 on sister cohesion. The only significant effect of the double Pds5-Brca2 depletion that is not observed in the single depletions is a 40% reduction in *SA* transcripts, which should reduce, not rescue cohesion if it were of sufficient magnitude to actually have an effect (S1I Fig). 

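*SA*, which encodes the stromalin subunit of cohesin, fell to 0.621 of the mock level in iBrca2 iPds5 cells in the authors' deposited table (p = 0.0304, q = 0.349), with an SE of 0.140 of the mock mean. In the authors' deposited table its ratio was 1.00 in iPds5 (p = 0.971) and 1.13 in iBrca2 (p = 0.513). Whether *SA* differed between the double and the single depletions was not tested. In the iBrca2 iPds5 libraries *Nipped-B* was at 0.631 (p = 0.0670) and *SMC1* at 1.25 (p = 0.264) of mock in the authors' deposited table. The ratios of *eco* and *dmt* were 1.12 (p = 0.540) and 1.01 (p = 0.957) in the authors' deposited table.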

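In iBrca2 cells *pds5* rose 1.67-fold (p = 0.0227), *thr*, which encodes a subunit of the separase complex, rose 1.62-fold (p = 0.0275) and the deacetylase gene *Hdac3* fell to 0.858 (p = 0.0397) in the authors' deposited table. *CG4203*, the gene of the Mau2 loading partner of Nipped-B, rose 1.44-fold in the double depletion in the authors' deposited table (p = 0.0122). The q-values of these *pds5*, *thr*, *Hdac3* and *CG4203* changes in the authors' deposited table were 0.103, 0.104, 0.110 and 0.255. With limma's moderated test none of these transcripts passed an adjusted p of 0.05. *vtd*, the Rad21 gene, had ratios of 0.791, 0.832 and 0.911 in iPds5, iBrca2 and iBrca2 iPds5 in the authors' deposited table, and the shugoshin gene *mei-S332* had 1.33, 1.26 and 1.32. None of these *vtd* and *mei-S332* values passed p of 0.05 in the authors' deposited table. The securin gene *pim*, the separase gene *Sse* and the acetyltransferase gene *san* did not pass it either in any of these groups.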

No other known cohesion factor gene transcript levels are significantly affected by Pds5 and/or Brca2 depletion (S1I Fig).

The above findings support the idea that Brca2 directly opposes the role of Pds5 in sister chromatid cohesion, possibly reflecting their interaction with each other. One possibility is that Brca2 sequesters the Pds5 needed for cohesion away from cohesin, and that Brca2 depletion allows re-localization of the residual Pds5 remaining after depletion back to cohesin. As shown below in a series of experiments, we find that opposing effects of Pds5 and Brca2 on binding of the SA cohesin subunit to DNA replication origins provides a more likely explanation.

### Pds5 and Brca2 chromosome binding patterns differ from cohesin and Wapl

To gain insights into how Pds5, Wapl and Brca2 influence cohesin function and sister chromatid cohesion we mapped them genome-wide in BG3 cells by chromatin immunoprecipitation with high-throughput sequencing (ChIP-seq). As described elsewhere for Nipped-B and cohesin [17, 18] we used at least three biological replicates for each protein, sequencing each replicate to a minimum of 10X genome coverage, normalizing each to input chromatin sequenced to at least 45X genome coverage. In Drosophila, cohesin and Nipped-B occupancy spread broadly over several kilobases, and ultra-deep sequencing and calculating enrichment relative to input chromatin instead of calling peaks are vital for accurate and reproducible results [18]. Enrichment relative to input chromatin was calculated using 250 bp sliding windows to generate values every 50 base pairs, thereby reducing noise and facilitating direct comparisons of replicates and downstream calculations. The biological replicates showed high genome-wide Pearson correlations (0.65 to 0.9) and were averaged for further analysis. Preimmune serum precipitations show no regions with significant enrichment using these procedures, indicating an absence of methodological artifacts. S2A Fig shows examples of the correlations between three SA ChIP-seq biological replicates and S2B Fig shows a genome browser example of ChIP-seq with preimmune serum compared to multiple ChIP-seq experiments.

We compared the Pds5, Wapl and Brca2 binding patterns to the Rad21 cohesin subunit, and prior ChIP-seq data [17] for the SA cohesin subunit and Nipped-B. As illustrated by the *kayak* gene region in Fig 2A, Wapl displays a broad spreading pattern nearly indistinguishable from cohesin. Nipped-B differs somewhat from cohesin and Wapl with noticeable broad peaks superimposed on the spreading pattern. Pds5 and Brca2 show substantially less spreading, being more restricted to broad peaks that co-localize with Nipped-B peaks (Fig 2A).

**Fig 2:**
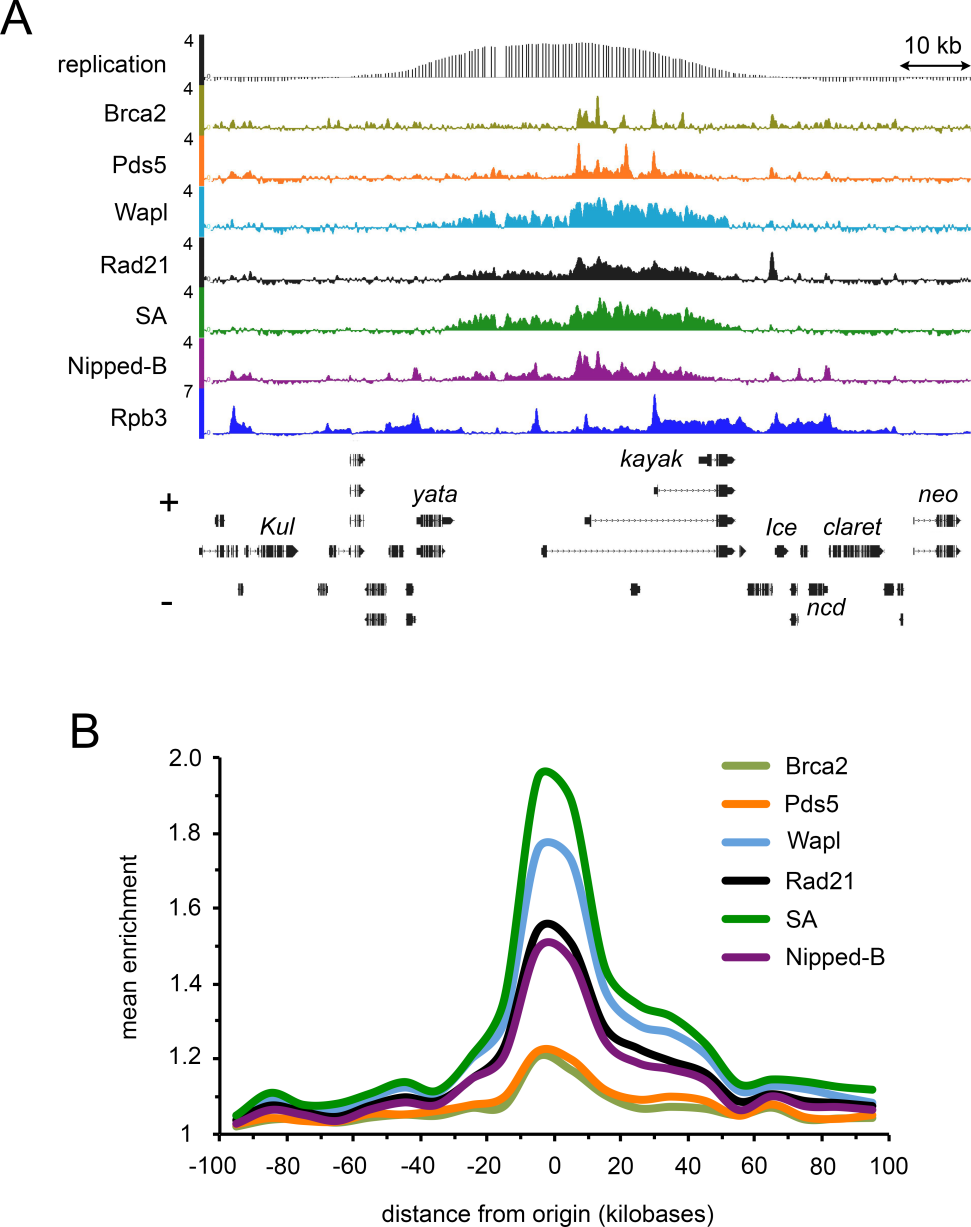
Cohesin and the accessory factors localize to DNA replication origins in BG3 cells. (**A**) Genome browser view of Brca2, Pds5, Wapl, Rad21, SA, Nipped-B and Rpb3 ChIP-seq at the *kayak* locus containing an early DNA replication origin. The scales are log2 enrichment. David MacAlpine provided the processed BG3 early DNA replication data (GEO accession GSE17287) and the scale is MA2C score. The SA, Nipped-B, and Rpb3 ChIP-seq data are published elsewhere [17, 19]. (**B**) Meta-origin analysis of the ChIP-seq data using the 78 strongest early DNA replication origins (positions in S1 File). The mean enrichment in 10 kb bins was calculated from -100 kb to +100 kb from the origin centers.

The restricted Pds5 localization relative to Wapl was unexpected given that Pds5 and Wapl form a complex and can bind together to cohesin [20–22]. Our findings indicate that Wapl also binds cohesin independently of Pds5 in a location-dependent manner. Independent Wapl binding is consistent with the finding the N terminal region of human Wapl binds to the C terminal region of Rad21 in the presence of SA and absence of Pds5 [23].

Pds5 and Brca2 occupancy overlap with each other, as would be expected for them to interact with each other on chromosomes. Using a threshold of enrichment in the 95^th^ percentile or greater over regions ≥300 bp in length to call binding, there are 6,452 Pds5 euchromatic sites and 6,430 Brca2 euchromatic sites of variable length, 3,600 (56%) of which overlap. The actual overlap is greater because many sites show significant enrichment for the other protein below the 95^th^ percentile. Examples of binding regions called at the 95^th^ percentile are shown in S2B Fig. Although Pds5 and Wapl binding strongly overlap, the relative enrichment values differ along the chromosome, indicating that they do not bind stoichiometrically as a complex. For example, at *kayak*, the strongest Pds5 sites are not the strongest Brca2 sites and *vice versa* (Fig 2A). Visual inspection in a browser also reveals a minor number of sites enriched only for Brca2 or for Pds5, which are typically short regions with low enrichment (S2B Fig, asterisks). The vast majority of Brca2 and Pds5 binding sites occur within broad regions occupied by cohesin and Wapl, with a few exceptions of small peaks with lower enrichment (S2B Fig, daggers).

### Sister chromatid cohesion factor occupancy centers at early DNA replication origins

Visual inspection in a browser revealed that most sites with high Pds5 and Brca2 occupancy in BG3 cells are located within a few kilobases of early DNA replication origins. Sister chromatid cohesion is established during DNA replication, and cohesin is enriched and loaded at replication origins and sites in Drosophila, yeast and vertebrates [24–31]. We thus conducted an origin meta-analysis of all cohesion factor ChIP-seq data, finding that the highest Nipped-B, cohesin, Pds5, Wapl and Brca2 levels all center at origins. The locations of early DNA replication origins in BG3 cells were reported by the modENCODE project and confirmed by mapping pre-replication complex (pre-RC) binding sites [24]. As shown in Fig 2A, a replication origin is located within multiple active genes that bind RNA polymerase II (Rpb3) [19] in the *kayak* region. We averaged the ChIP-seq enrichment for cohesin and accessory factors in non-overlapping 10 kb bins from -100 kb to +100 kb outward from the centers of the 78 strongest early origins in BG3 cells (positions in S1 File). As revealed in Fig 2B, all show maximal occupancy near the metaorigin center, with the levels decreasing outward in both directions.

The ChIP-seq experiments were conducted with asynchronously dividing cells, and although the cohesion factor binding centers at replication origins, most cells (~85%) are in interphase, in which cohesin binds specifically to active genes and enhancers [32, 33]. Thus the metaorigin analysis reveals that the further an active gene is from the origin, the less likely it is to bind cohesin. For instance, *kayak* under the origin center binds cohesin, and *yata* some 20 kb from the origin center binds little, even though it is transcribed (Fig 2A). Inactive genes and intergenic regions located between an active gene that binds cohesin and the origin do not bind cohesin. Thus cohesin binding is discontinuous under most origins and in the origin-flanking regions, with active genes close to the origin binding high cohesin levels, and genes further away binding less or none. The cohesin pattern revealed by the metaorigin analysis thus does not directly measure binding to origins per se, but shows that origins have a strong positive influence on cohesin binding to active genes in their vicinity.

### Pds5 and Wapl control cohesin localization around replication origins

Pds5, Brca2 and Wapl all have different effects on sister chromatid cohesion. Sister chromatid cohesion is established during DNA replication, and above we show that binding of these regulatory factors centers at early replication origins. This led us to hypothesize that Pds5, Wapl and Brca2 differentially affect sister chromatid cohesion because they differentially influence cohesin binding at origins. We thus compared their effects on cohesin binding by metaorigin analysis. Cohesin ChIP-seq was performed for BG3 cells depleted for Pds5, Brca2 or Wapl using multiple biological replicates for each depletion. As noted above, depletion of each of these proteins has no significant effects on the levels of each other than a modest decrease in Brca2 with Pds5 depletion (S1 Fig). Also as noted above, Wapl and Brca2 depletion have no measurable effect on cell division, but Pds5 depletion, which causes loss of sister chromatid cohesion, causes cells to stop dividing after five days of RNAi treatment, so chromatin was isolated prior to five days.

These experiments revealed that depletion of Pds5 or Wapl, but not Brca2, increases the distance that the domains of cohesin occupancy extend outward from origins. Fig 3A shows that Pds5 depletion (iPds5) increases spreading of the Rad21 and SA cohesin subunits, Wapl, and Nipped-B in the regions flanking the *kayak* replication origin. Metaorigin analysis of the Rad21 data shows that this effect is global, with statistically significant increases in occupancy for tens of kilobases in the flanking regions (Fig 3B). Wapl depletion (iWapl) similarly increases cohesin spreading around origins as illustrated for the SA cohesin subunit at *kayak* locus in Fig 4A and metaorigin analysis (S3A Fig). Brca2 depletion (iBrca2) does not increase the size of cohesin domains (Fig 4A). Although Pds5 depletion reduces chromatid cohesion, Wapl depletion does not. We thus conclude that the expansion of cohesin territories does not reflect loss of sister cohesion. Because Wapl depletion has no measurable effect on cell division, which is reduced by Pds5 depletion, we also conclude that changes in the cell cycle do not cause the cohesin domain expansion.

**Fig 3:**
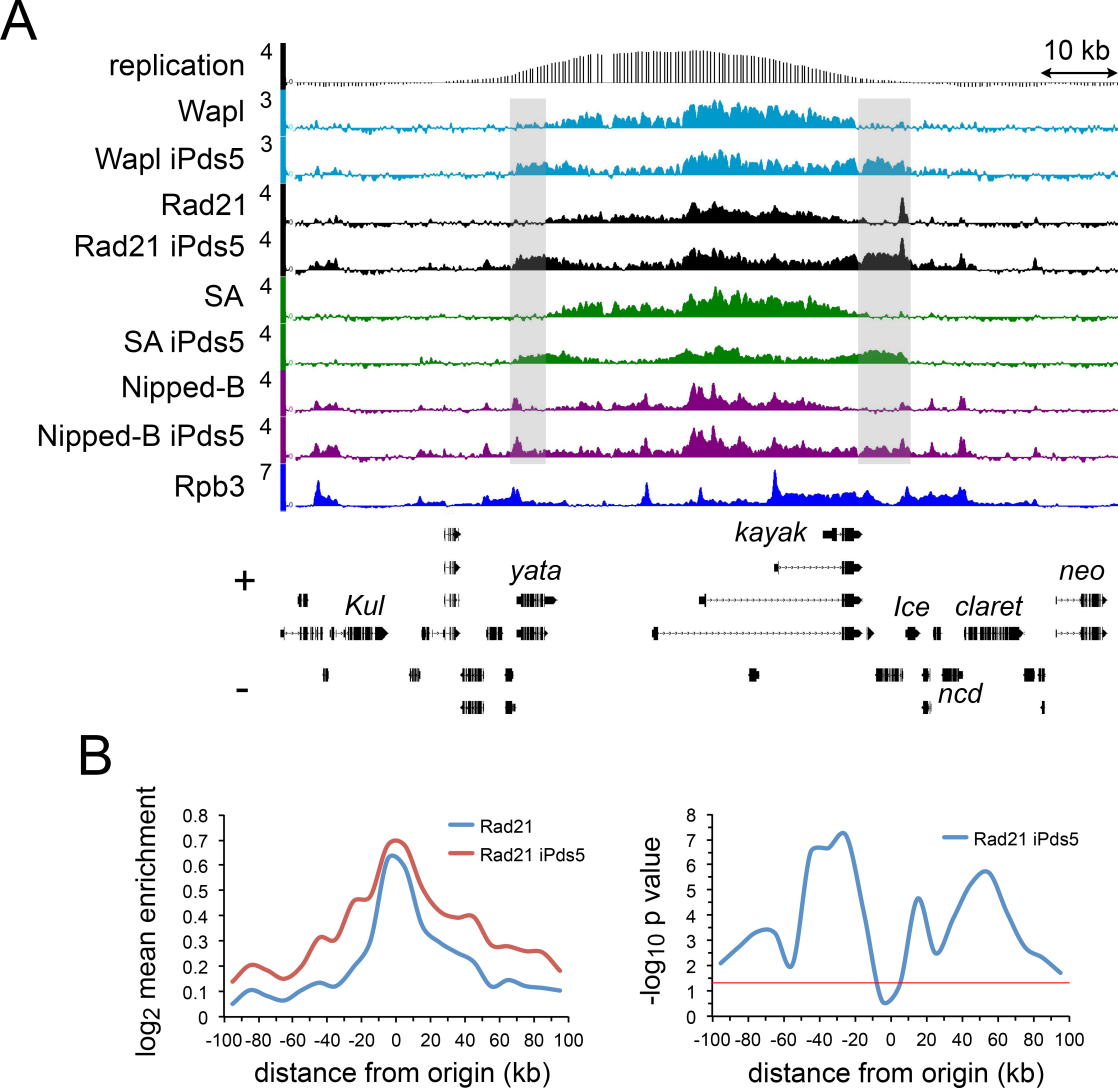
Depletion of Pds5 causes extension of cohesin and accessory factor binding domains surrounding replication origins. (**A**) Genome browser view of the *kayak* origin region, showing ChIP-seq for Wapl, Rad21, SA, and Nipped-B in control cells and cells depleted for Pds5 (iPds5). Shaded areas show regions with increased binding of cohesin, Wapl and Nipped-B in Pds5-depleted cells. (**B**) The left panel shows the Rad21 meta-origin analysis in mock control cells (Rad21, blue) and cells depleted for Pds5 (Rad21 iPds5, red). The right panel shows the–log10 p values for differences in Rad21 enrichment in each bin used for the meta-origin analysis. P values were calculated using the Wilcoxon signed rank test.

**Fig 4:**
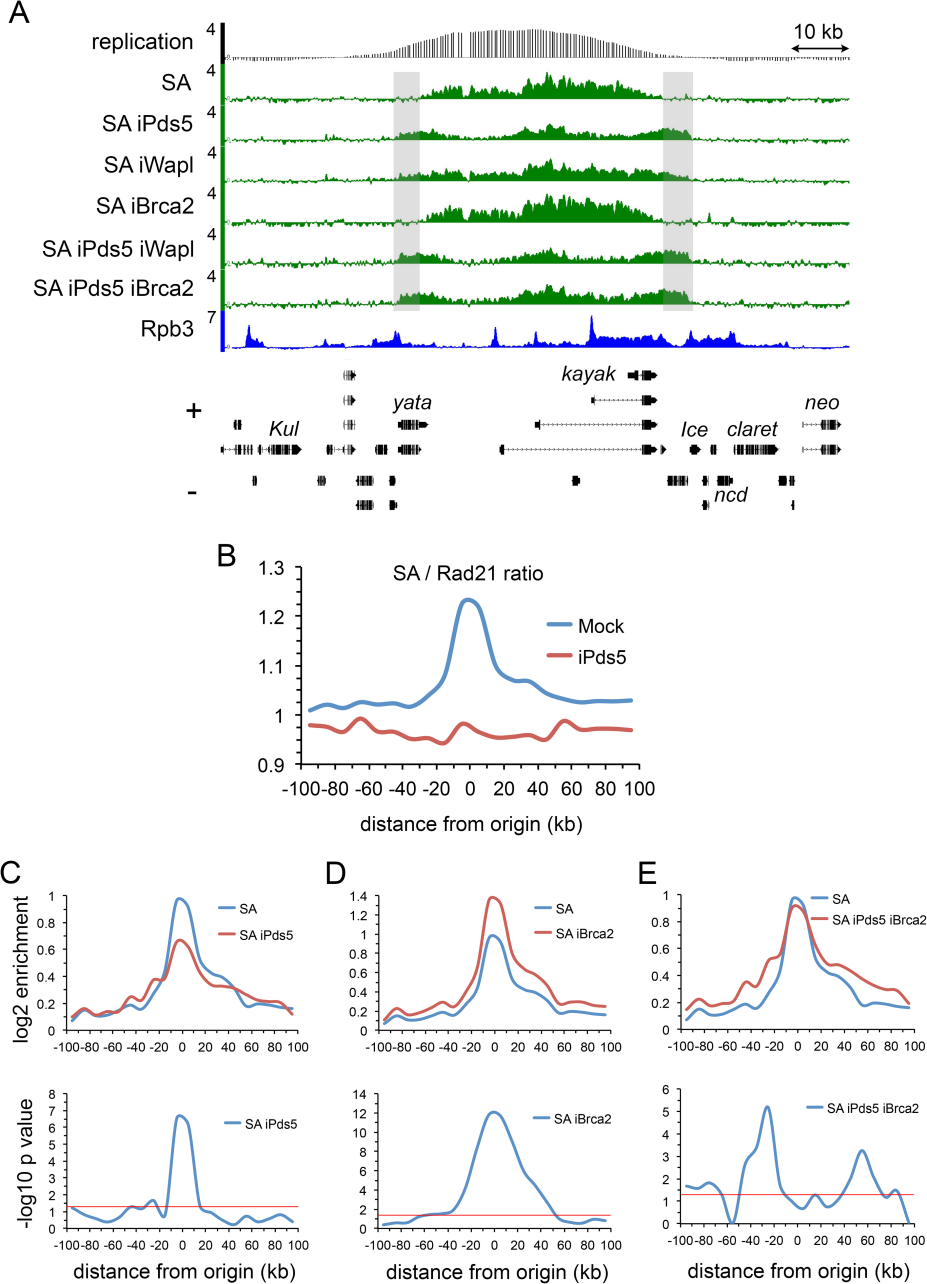
Pds5 and Brca2 have opposing effects on SA cohesin subunit levels at DNA replication origins. (**A**) Genome browser view of SA ChIP-seq at the *kayak* locus in mock-treated BG3 cells (SA) and BG3 cells RNAi depleted for Pds5 (iPds5), Wapl (iWapl), Brca2 (iBrca2), Pds5 and Wapl (iPds5 iBrca2) and Pds5 and Brca2 (iPds5 iBrca2). (**B**) Metaorigin analysis of the SA to Rad21 ChIP-seq enrichment ratio in mock control cells (Mock, blue) and cells depleted for Pds5 (iPds5, red). (**C**) The top panel is the metaorigin plot of SA enrichment in control (SA, blue) and Pds5-depleted cells (SA iPds5, red). The bottom panel is the meta-origin plot of–log10 p values for the difference in SA enrichment calculated using the Wilcoxon signed rank test. (**D**) Same as C except for cells depleted for Brca2 (iBrca2). An example of the increase in SA at the kayak locus is shown in S2C Fig. (**E**) Same as C with cells depleted for both Pds5 and Brca2 (iPds5 iBrca2).

The expansion of cohesin territories with Pds5 depletion, as measured by Rad21 ChIP-seq, indicates an increase in the total amount of cohesin bound to chromosomes, consistent with *in vivo* cohesin FRAP data in heterozygous *pds5* mutants [9]. Metaorigin analysis, however, indicates that the increase is regional, occurring primarily at locations more distant from replication origins. The increase in cohesin at these locations reflects association of cohesin with active genes that normally bind little or no cohesin, such as *yata* in Fig 4A. Active genes bind cohesin, and inactive genes or intergenic regions do not, and this holds true for the extended cohesin domains with Pds5 depletion. Skipping of the extended cohesin domains over inactive genes and intergenic regions is illustrated at the *string* locus in S4A Fig. These findings indicate that many active genes have the potential to bind cohesin, but normally do not because they are too far from an origin.

Cohesin domain expansion upon Pds5 or Wapl depletion may be linked to changes in chromosome architecture. The ends of the cohesin domain at the Enhancer of split gene complex coincide with the borders of a topologically-associating domain (TAD) [34]. Pds5 or Wapl depletion causes cohesin to extend beyond these borders (S4B Fig). Thus Pds5 or Wapl depletion might alter the locations of the TAD boundaries, or alternatively, reduce the abilities of the boundaries to block cohesin spreading. The Enhancer of split TAD structure does not depend on cohesin as shown by cohesin depletion [34].

The finding that active genes closer to replication origins are more likely to bind cohesin led us to theorize that DNA replication helps determine which genes bind cohesin. DNA replisomes push topologically-bound cohesin in single molecule studies in Xenopus extracts [35] suggesting that cohesin loaded at origins may be pushed outward by replication forks, and data in yeast suggest that cohesin loaded at replication sites travels with replication forks [30]. We reasoned that if DNA replication pushes cohesin, then the cohesin domain expansion caused by Pds5 or Wapl depletion could reflect either a reduced rate of cohesin removal in front of replication forks, or increased speed of replication fork movement. DNA fiber assays show that Pds5 depletion does not alter fork speed (S5 Fig) leading us to favor the idea that cohesin domain expansion is caused by a reduced rate of cohesin removal in front of replication forks.

### Pds5 and Brca2 oppositely regulate SA cohesin subunit levels at DNA replication origins

Metaorigin analysis unexpectedly revealed that the SA to Rad21 cohesin subunit ratio is elevated at origin centers compared to flanking regions. The ratio of the mean SA enrichment to mean Rad21 enrichment was calculated for each 10 kb bin for each early origin, and the average ratio for each bin across all origins is plotted in Fig 4B. This is equivalent to normalizing enrichment for a histone modification to total histone occupancy, or a Pol II modification to total Pol II [19]. The high SA to Rad21 enrichment ratio indicates that the SA to Rad21 stoichiometry is higher near origins. The enrichment ratio does not measure actual stoichiometry, or the exact extent to which stoichiometry differs, but indicates the direction in which it varies or changes. It is possible that some or all of the increased SA at origins binds independently of the cohesin complex.

Strikingly, Pds5 depletion reduces SA levels at origin centers (Fig 4C) and equalizes the SA to Rad21 ratio across the metaorigin and flanking regions (Fig 4B). Equalization of the SA to Rad21 ratio across the entire 200 kb metaorigin region upon Pds5 depletion indicates that at origins, Pds5 actively increases SA levels above a default SA to cohesin ratio. In contrast, Wapl depletion does not alter SA levels at origins (S3A Fig) and Brca2 depletion substantially increases SA occupancy in the metaorigin analysis (Fig 4D) and as illustrated specifically at the *kayak* locus (S2C Fig). When Pds5 and Brca2 are co-depleted, their opposite effects cancel out, leaving little net change in SA levels at origin centers (Fig 4E). This makes the expansion of the SA domains from origins more evident (Fig 4E) giving a pattern similar to that observed with Rad21 (Fig 3B) with statistically significant increases over several kilobases in the flanking regions. Combined, these findings indicate that Pds5 actively increases SA levels at origins, and that Brca2 counters this Pds5 activity.

The opposing roles of Pds5 and Brca2 in controlling SA occupancy at origins parallels their opposing effects on sister chromatid cohesion. The tripartite Smc1-Smc3-Rad21 ring topologically binds chromosomes in the absence of SA or Pds5 [36] both of which are required for sister chromatid cohesion. We thus speculate that Pds5 and Brca2 regulate the SA to cohesin ratio at origins to determine the fraction of cohesin complexes that becomes cohesive behind replication forks. The opposing effect of effects of Pds5 and Brca2 on SA levels occurs at origins, where their occupancy is greatest. We therefore prefer the idea the effects on SA explains their opposing effects on sister chromatid cohesion over the alternative that Brca2 sequesters Pds5 from cohesin to reduce cohesion. Cohesin subunits co-purify with Brca2 along with Pds5 indicating that interaction of Pds5 with cohesin and Brca2 is not mutually exclusive [11].

We also note that the role of Pds5 in increasing SA at replication origins differs from its global effect of reducing total cohesin binding revealed by *in vivo* FRAP experiments [9] and Rad21 metaorigin analysis above (Fig 3). We theorize that proteins at replication origins modify Pds5 activity, or that this Pds5 activity is limited to when origins are licensed or when they fire.

### Pds5 depletion increases Nipped-B levels at origins and extends Nipped-B and Wapl binding domains

Other findings support the idea that Pds5 activity at origins differs from other locations. We considered the possibility that some of the differential effects of Pds5, Wapl, and Brca2 depletion on cohesin levels and distribution around origins could reflect how these factors influence each other’s association with chromosomes, or binding of the Nipped-B cohesin loader. As detailed below, we find that the cohesin accessory factors influence each other’s association with chromosomes, but the changes do not result in the expected effects on cohesin levels at origins.

The effect of Pds5 depletion on Wapl chromosome binding parallels the effects it has on SA. The Wapl to Rad21 ratio, like the SA to Rad21 ratio, is higher at origin centers than in flanking regions, and Pds5 depletion equalizes this ratio across the origin and flanking regions (Fig 5A). Similar to the effect on SA, Pds5 depletion decreases Wapl at origins with moderate increases in flanking regions (Fig 5B). This shows that Pds5 facilitates Wapl binding at origins and confirms that it is not essential for Wapl binding as discussed above. In contrast, Pds5 depletion has only minor effects on Brca2 levels at origins and flanking regions (Fig 5C). Thus, Pds5 is also not required for Brca2 to bind to chromosomes.

**Fig 5:**
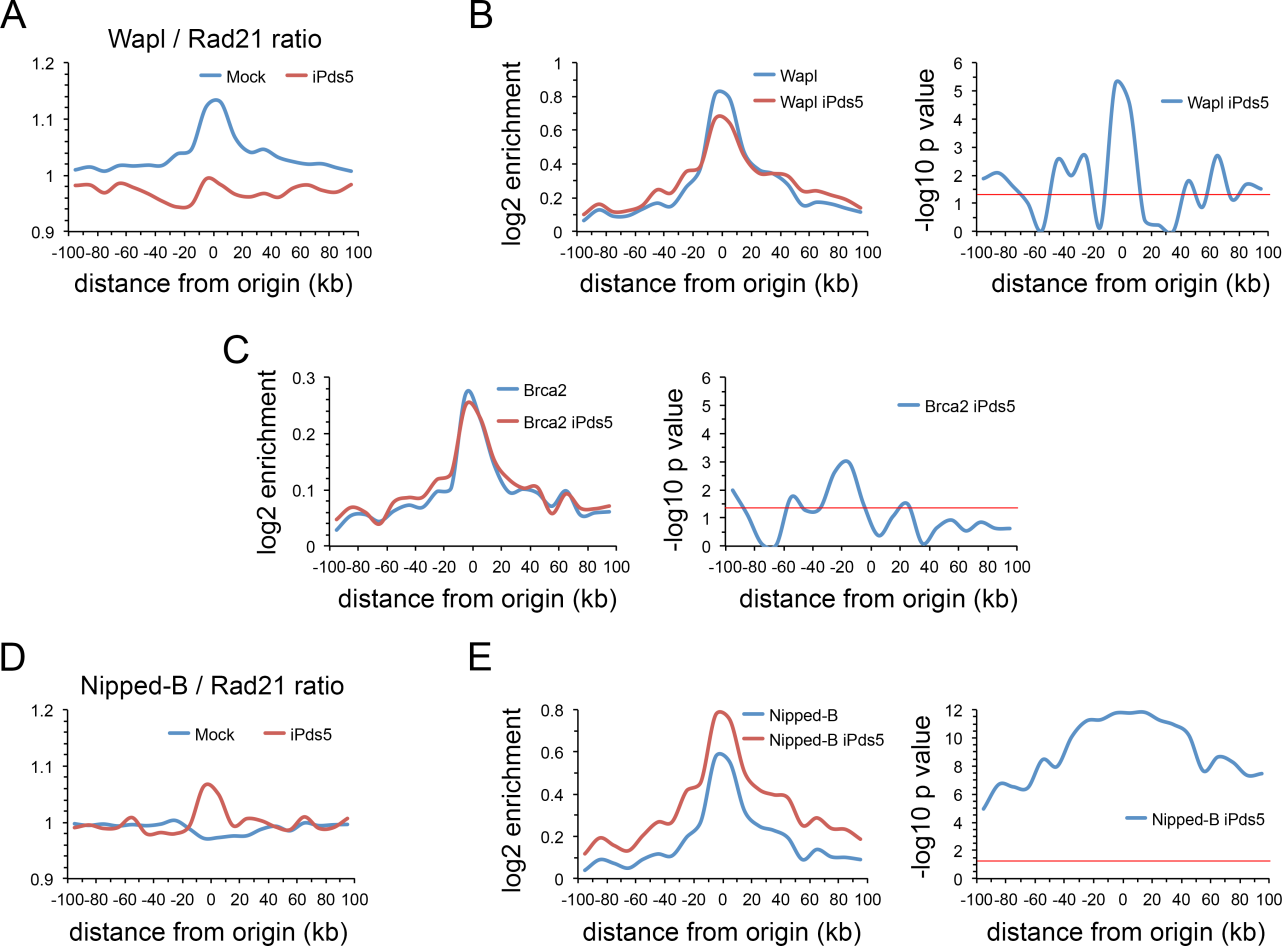
Pds5 influences Wapl and Nipped-B binding at DNA replication origins with little effect on Brca2. (**A**) Metaorigin plot of Wapl to Rad21 ratio in control cells (Mock, blue) and cells depleted for Pds5 (iPds5, red). (**B**) Left panel is meta-origin analysis of Wapl ChIP-seq enrichment in control cells (Wapl, blue) and cells depleted for Pds5 (Wapl iPds5, red). Right panel is the plot of–log10 p values for the differences in Wapl enrichment in the meta-origin bins calculated using the Wilcoxon signed rank test. (**C**) Same as B for Brca2 enrichment. (**D**) Same as A for the Nipped-B to Rad21 ratio. (**E**) Same as B for Nipped-B ChIP-seq enrichment.

The Nipped-B to Rad21 ratio is constant across the 200 kb metaorigin region. The ratio increases at the origin upon Pds5 depletion, accompanied by an overall increase in Nipped-B levels across the metaorigin (Fig 5D and 5E). Pds5 and Nipped-B have very similar HEAT repeat structures [13, 37–41] and compete for binding to cohesin as shown by *in vivo* FRAP studies [9] and biochemical experiments with *C thermophilium* orthologs [38]. We thus posit that Pds5 depletion increases Nipped-B occupancy by reducing the competition for binding to cohesin. Wapl depletion increases Pds5 (S3B Fig) and decreases Nipped-B (S3C Fig). We posit that Wapl may facilitate Nipped-B binding and that loss of Nipped-B upon Wapl depletion permits increased Pds5 occupancy.

Importantly, the increase in Pds5 upon Wapl depletion shows that Wapl does not recruit Pds5 to chromosomes. Instead, Brca2 is more crucial, as Brca2 depletion significantly decreases Pds5 occupancy (S3D Fig). The decrease in Pds5 is significant extending for more than 40 kb in either direction from the origin. This finding argues against the idea that Brca2 depletion suppresses the cohesion defects caused by Pds5 depletion by allowing residual Pds5 to re-localize to cohesin. If this were the case, then we would expect to see increases in Pds5 in the regions flanking origins with Brca2 depletion. Nipped-B and Rad21 depletion also decrease Pds5 binding (S3F and S3G Fig) indicating that interaction of Pds5 with cohesin is also important for Pds5 binding to chromosomes, consistent with prior studies [5, 6, 42, 43].

The key finding that emerges from the above experiments is that, in contrast to the effects on cohesin occupancy in origin-flanking regions, the effects of Pds5 and Wapl depletion on cohesin levels at origins are not explained by their roles in removing cohesin from chromosomes, or their effects on the Nipped-B loading factor.

### The ratios of accessory factors to cohesin vary between different types of gene regulatory sequences

The above analysis shows that Pds5 and Wapl globally determine which active genes and regulatory sequences bind cohesin by limiting how far cohesin domains extend outward from replication origins, and that Pds5 and Brca2 control the ratio of SA to cohesin at origins. The metaorigin big picture view, however, does not indicate if association of cohesin and its regulatory factors differ between different types of gene regulatory sequences in the cohesin-binding domains, or how depletion of these factors might influence cohesin binding to different types of gene regulatory elements. Nipped-B and cohesin preferentially bind active promoters with high levels of promoter-proximal pausing, and essentially all transcriptional enhancers and Polycomb Response Elements (PREs) [14, 17, 19, 32–34, 44, 45]. Although the metaorigin analysis indicates that proximity to a replication origin determines the likelihood that an active gene or regulatory sequence will bind cohesin, variations in the levels of cohesin and its accessory factors at different types of regulatory sequences could potentially impact interphase cohesin dynamics and gene expression.

We find that the relative levels of the different cohesin regulatory factors vary substantially between active promoters, enhancers and PREs, indicating that interphase cohesin binding dynamics might differ between these types of regulatory sequences. The mean ChIP-seq enrichment for these proteins at each of the active promoters, extragenic enhancers and PREs in BG3 cells were calculated as previously described [17] and the distributions of the mean enrichments across all active promoters, enhancers and PREs are presented as violin plots in Fig 6. Active promoters, enhancers and PREs were defined as described in Fig 6, and enhancers located within transcribed regions were excluded to minimize the influence of transcription through a sequence on protein binding.

**Fig 6:**
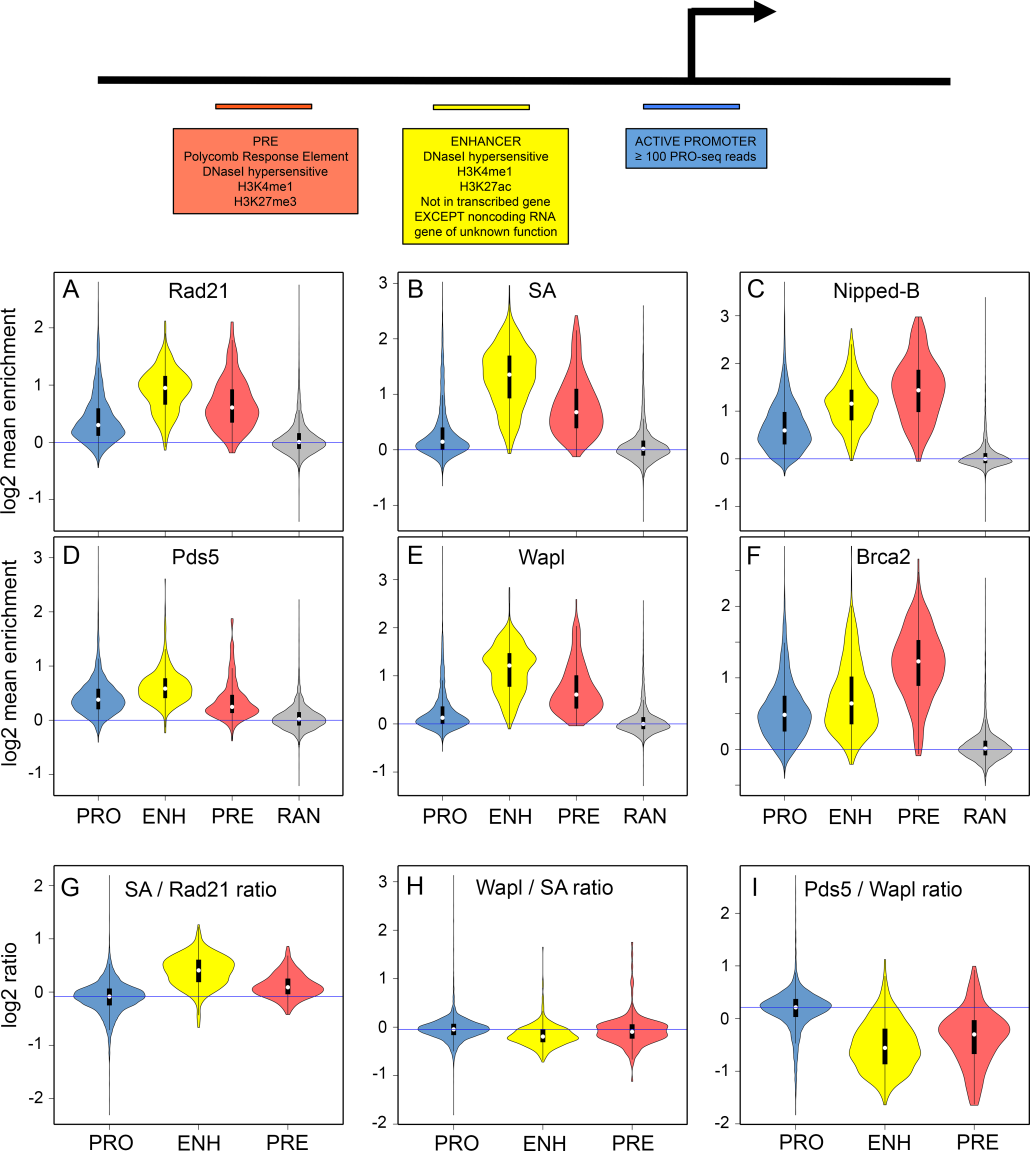
The relative levels of cohesin, Nipped-B, Pds5, Wapl and Brca2 vary between active promoters, enhancers and Polycomb Response Elements (PREs). The top diagram summarizes how active promoters (blue) extragenic enhancers (yellow) and PREs (orange) are defined as 500 bp sequences as described elsewhere [17, 19, 33]. There are 7,389 non-heterochromatic active promoters, 523 extragenic enhancers and 195 PREs. There are over 2,500 total active enhancers in BG3 cells but intragenic enhancers are excluded to avoid effects caused by changes in transcription. (**A**) Violin plots of the distribution of Rad21 ChIP-seq enrichment values (mean enrichment in each 500 bp element) for promoters (PRO, blue), extragenic enhancers (ENH, yellow) and PREs (PRE, orange), and 6,892 random 500 bp sequences as a negative control. White dots show the median values. (**B**) Same as A for SA. (**C**) Same as A for Nipped-B. (**D**) Same as A for Pds5. (**E**) Same as A for Wapl. (**F**) Same as A for Brca2. (**G**) Distribution of SA to Rad21 ChIP-seq enrichment ratios for promoters (PRO) enhancers (ENH) and PREs (PRE). (**H**) Same as G for the Wapl to SA ratio. (**I**) Same as G for the Pds5 to Wapl ratio.

The Rad21 and SA cohesin subunits show the highest levels at enhancers, followed by PREs, and promoters (Fig 6A and 6B). In contrast, Nipped-B has the highest levels at PREs, followed by enhancers and promoters (Fig 6C). Pds5 is highest at enhancers, followed by promoters, and PREs (Fig 6D) while Wapl shows the same pattern as cohesin, being higher at PREs than promoters (Fig 6E). Unexpectedly, the pattern of relative Brca2 enrichment is more similar to Nipped-B than it is to Pds5, being highest at PREs, followed by enhancers and promoters (Fig 6F). Thus, although Pds5 and Brca2 binding overlap as discussed above, there is a substantial difference in their enrichment at PREs. There are few PREs relative to promoters and enhancers, and it is possible that proteins at PREs recruit Brca2 that is not bound to Pds5. It is important to note that PREs typically do not reside near origins, which occur primarily in regions with active genes.

The variation in the relative amounts of cohesin and accessory factors at different types of regulatory sequences imply that proteins that regulate transcription, and/or differences in chromatin structure at the regulatory sequences differentially influence their ability to bind cohesin and accessory factors. Each type of regulatory sequence also shows a relatively broad distribution of enrichments, which likely reflects differences in the proteins that bind to them in addition to their distance from an origin.

The effects of depleting cohesin accessory factors on cohesin levels and composition supports the idea that cohesin dynamics vary between different types of regulatory sequences. The Pds5 to Wapl ratio is substantially higher at promoters than enhancers or PREs (Fig 6I). Based on *in vivo* FRAP data showing that a high Pds5 to Wapl ratio destabilizes cohesin binding [9] the high Pds5 to Wapl ratio at promoters predicts that cohesin removal is more efficient at promoters than at enhancers. Supporting this idea, Pds5 depletion substantially increases Rad21 at promoters, with more moderate increases at PREs and very modest increases at enhancers (Fig 7A). All increases are statistically significant (S1 Table).

**Fig 7:**
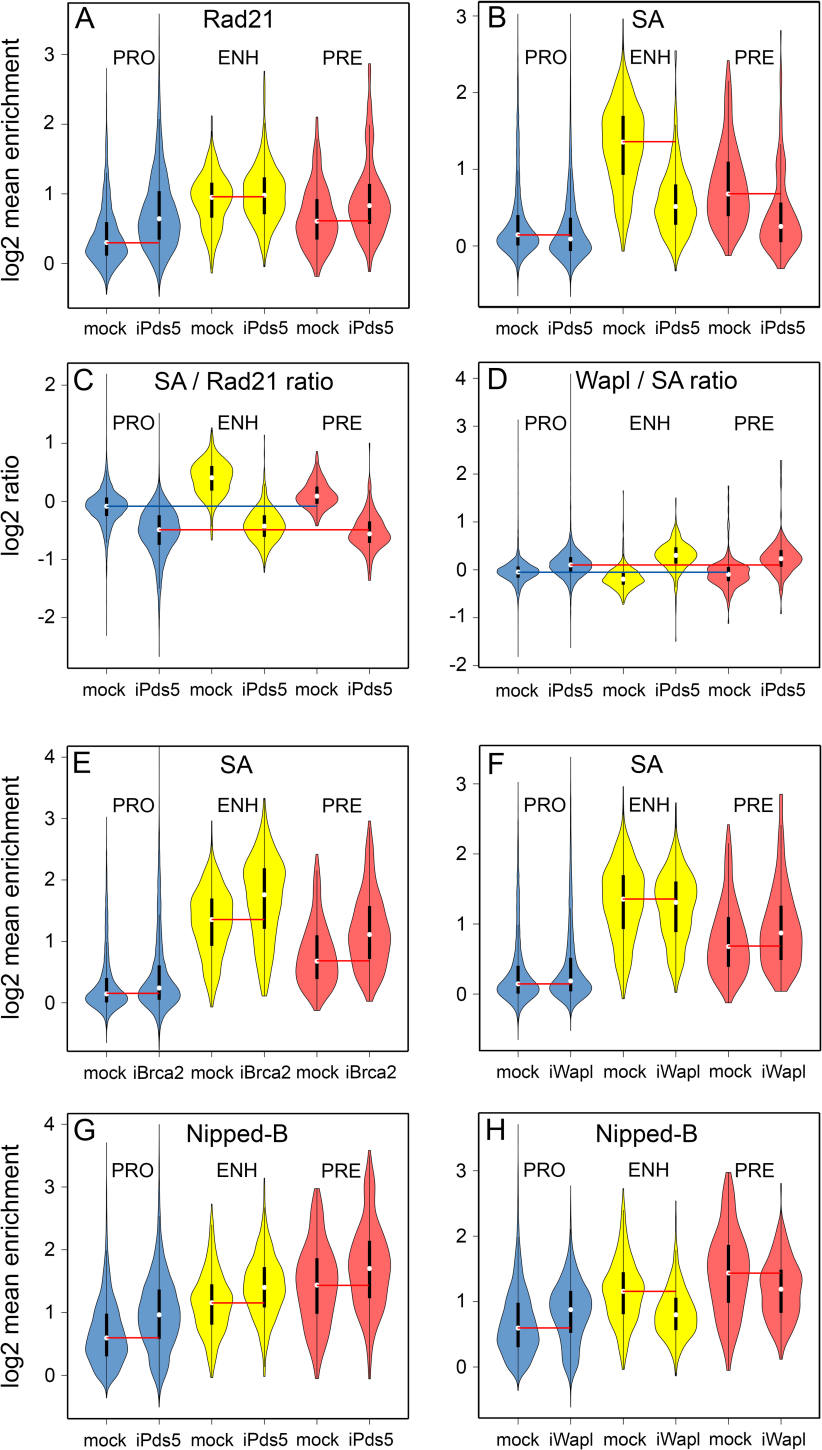
Pds5, Brca2 and Wapl differentially influence the levels of cohesin subunits and Nipped-B at gene regulatory sequences. (**A**) The violin plots show the distributions of Rad21 ChIP-seq enrichment values at promoters (PRO, blue) enhancers (ENH, yellow) and PREs (PRE, orange) in mock-treated control BG3 cells (mock) and cells depleted for Pds5 (iPds5). Red lines indicate the median values for each type of regulatory sequence in mock control cells. (**B**) Same as A for SA enrichment. (**C**) Distributions of the SA to Rad21 ratios at promoters (PRO) enhancers (ENH) and PREs (PRE) in control (mock) and Pds5-depleted (iPds5) BG3 cells. The blue line indicates the median ratio at promoters in mock control cells and the red line indicates the median ratio at promoters in Pds5-depleted cells. (**D**) Same as C for the Wapl to SA ratio. (**E**) Same as A for SA in control and Brca2-depleted (iBrca2) cells. (**F**) Same as A for SA in control and Wapl-depleted (iWapl) cells. (**G**) Same as A for Nipped-B enrichment. (**H**) Same as A for Nipped-B in mock control and Wapl-depleted (iWapl) cells. Statistical tests of the differences in the distributions of ChIP-seq enrichment after protein depletions in panels A, B, E, F, G and H are provided in S1 Table.

Although Pds5 depletion increases Rad21 levels, it also significantly lowers SA at all regulatory sequences (Fig 7B, S1 Table). The combined effect of increasing Rad21 and lowering SA equalizes the SA to Rad21 ratio at all regulatory sequences (Fig 7C). Pds5 depletion also slightly increases the Wapl to SA ratio at all regulatory sequences (Fig 7D). Brca2 depletion significantly increases SA levels at all regulatory sequences as expected from the metaorigin analysis above (Fig 7E, S1 Table). Wapl depletion slightly increases SA at promoters and PREs, with a minor statistically significant decrease at enhancers (Fig 7F, S1 Table).

In addition to the multiple effects on cohesin, Pds5 and Wapl also influence binding of the Nipped-B cohesin loader at gene regulatory sequences. Pds5 depletion significantly increases Nipped-B at all regulatory sequences (Fig 7G, S1 Table) supporting the idea that Pds5 and Nipped-B compete for binding to cohesin. Wapl depletion substantially reduces Nipped-B at enhancers and PREs, but unexpectedly increases Nipped-B at promoters (Fig 7H, S1 Table). Wapl is low at promoters, so this suggests that regulatory sequences with high Wapl levels might sequester Nipped-B, and that proteins at promoters, potentially cohesin, or the TBPH RNA-binding protein [17] recruit Nipped-B released from enhancers and PREs by Wapl depletion. The idea that Wapl sequesters Nipped-B is consistent with the metaorigin analysis described above indicating that Wapl facilitates Nipped-B binding.

### Pds5, Brca2 and Wapl have similar effects on gene expression as Nipped-B and cohesin

The finding that the levels of the different cohesin accessory factors and their ratios relative to cohesin vary between different types of regulatory sequences led us to hypothesize that their effects on gene expression would differ. Surprisingly, however, as described below, RNA-seq experiments reveal that despite differences in magnitude, the effects of Pds5, Brca2, and Wapl on gene expression significantly overlap those of Nipped-B and cohesin, largely affecting the same genes in the same directions. Our laboratory reported expression microarray and precision run-on sequencing (PRO-seq) experiments showing that Nipped-B and cohesin have very similar genome-wide effects on RNA accumulation and transcription in BG3 cells [14, 33]. 

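RNA of the targeted genes was read first in every group of BG3 libraries. The RNAi target read above mock in most depletions, and the paper states that the dsRNA itself is detected by sequencing. According to the authors' deposited table, *Nipped-B* was 3.36-fold (p = 0.181) in iNipped-B, *vtd* 11.8-fold (p = 0.0263) in iRad21, *pds5* 6.84-fold (p = 0.0808) in iPds5, *wapl* 35.4-fold (p = 0.0838) in iWapl and *Brca2* 17.3-fold (p = 0.0141) in iBrca2. The pair of targets in iBrca2 iPds5 read 35.4-fold (p = 7.1e-05) for *Brca2* and 6.21-fold (p = 0.00313) for *pds5* in the authors' deposited table. In the libraries labelled iBrca2 iWapl, *Brca2* was 7.34-fold (p = 1.9e-09) but *wapl* only 1.19-fold (p = 0.520) in the authors' deposited table. The *wapl* reading thus lacks the excess seen in iWapl. Since the paper calls such signals not quantifiable, it does not settle whether the label is right. *Brca2* also read 3.10-fold (p = 0.0410) in iWapl, a group not treated with *Brca2* dsRNA, in the authors' deposited table.

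The labels list 3 libraries for each depletion, 2 for iBrca2 iWapl and 6 mock libraries, and the paper states 3 replicates for each depletion. Total RNA was sequenced after removal of ribosomal RNA. The files give each group's mean normalized nucleotide coverage for 7896 genes, its ratio to mock, and the authors' p and q. No value per library was used, so the depth of each library is unknown. The group means sum to nearly the same total in every group. The SE of each difference was recovered from the means and the authors' p by a pooled-variance test. On genes at the floor this fit 3 libraries in iNipped-B, iRad21, iPds5 and iBrca2, and 2 in iBrca2 iWapl, the last on few genes. An unequal-variance form fit the groups of 3 libraries nearly as well. In iWapl and iBrca2 iPds5 the form and the number of libraries had no such check. The pooled SD had a median of 27.6% of the mean in iNipped-B and 28.3% to 30.6% in the other depletions. The median log2 ratio of all genes was 0.12 in iNipped-B and 0.11 in iRad21, and under 0.1 in size in the other depletions. At p of 0.05 or less in the authors' deposited table, 1830 genes were higher and 696 lower in iNipped-B, 1475 and 604 in iRad21, 1030 and 292 in iPds5, 1011 and 318 in iWapl, 1111 and 420 in iBrca2, 598 and 240 in iBrca2 iPds5, and 991 and 379 in iBrca2 iWapl. At q of 0.05 or less it gives 1733 and 622, 894 and 268, 33 and 0, 77 and 13, 0 and 0, 26 and 4, and 308 and 64 in the authors' deposited table. With limma's moderated test and Benjamini-Hochberg adjustment, 1329 genes passed in iNipped-B, 826 in iRad21, 35 in iPds5, 8 in iWapl, 0 in iBrca2, 54 in iBrca2 iPds5 and 179 in iBrca2 iWapl. Groups simulated with no change against the same mock libraries gave on average 227 to 262 higher and 135 to 156 lower calls at p over the 7 depletions, 231 and 151 in iBrca2 iPds5.

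The ratio to mock followed exonic length. Of genes with a mock mean at or above the median, those with under 500 bases of exon had a median ratio of 0.440 in iNipped-B and 0.379 in iBrca2, and those with 4000 or more had 1.46 and 1.37. All depletions share the mock libraries, so overlaps and correlations between them are set beside values from simulated unchanged groups, and part of any excess may come from the shared mock. The mock libraries were reported in an earlier study, so that batch and depletion cannot be told apart. Correlation between genes could not be estimated from group means, and tests on gene lists treat genes as independent.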

For the studies here we performed RNA-seq in BG3 cells depleted for Nipped-B, Rad21, Pds5, Wapl, and Brca2, and compared their genome-wide effects on RNA levels (Fig 8). Three biological replicates were used for each depletion, and were compared to six mock control replicates. The Pearson correlation coefficients between replicates for genome-wide expression levels were all >0.95. The expression data are provided in S1 Data.

**Fig 8:**
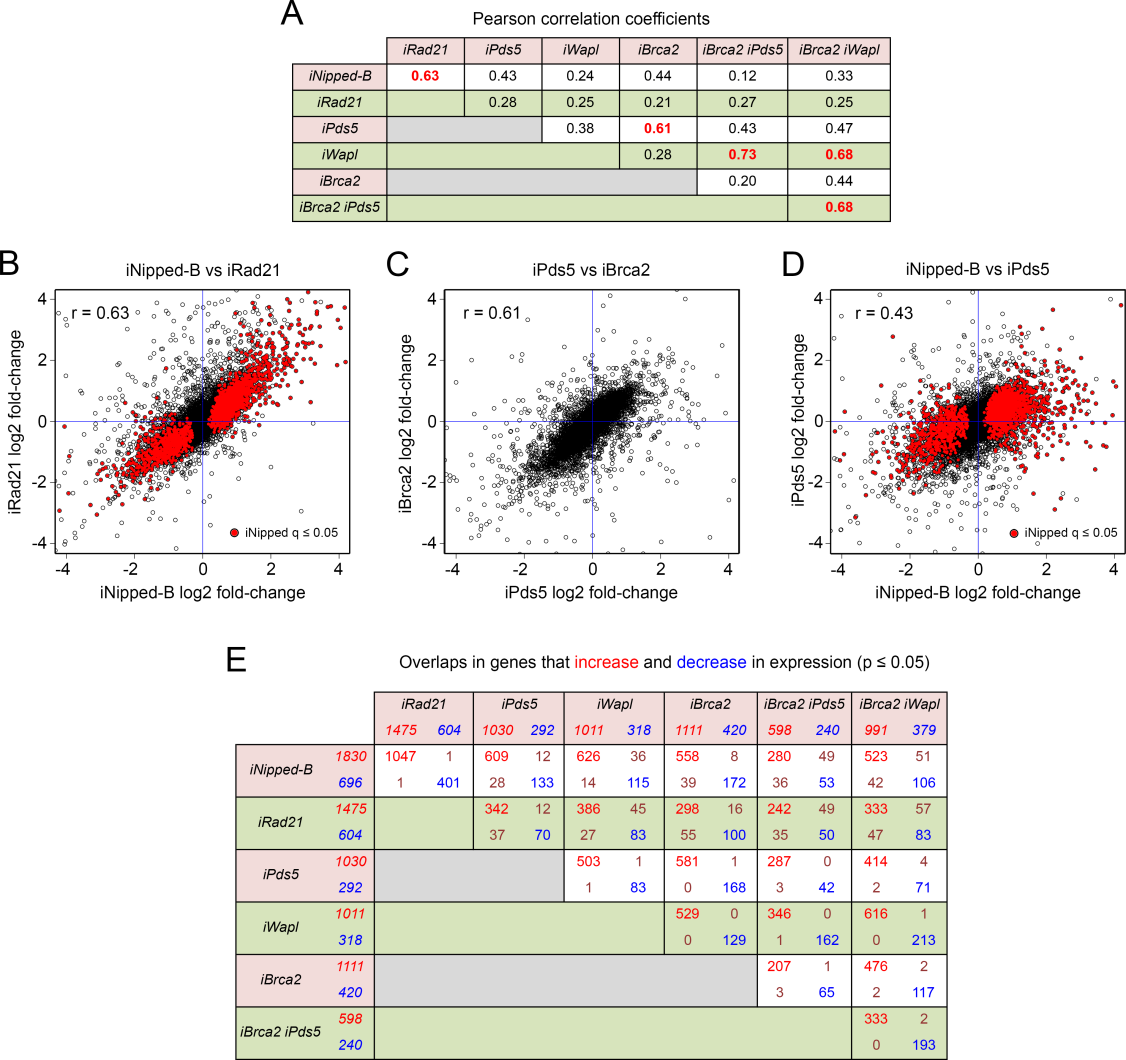
Pds5 and Brca2 have similar effects on gene expression in BG3 cells that overlap the effects of Nipped-B and cohesin. (**A**) Genome-wide Pearson correlation coefficients for the log2 fold-changes in RNA levels caused by depletion of Nipped-B (iNipped-B), Rad21 (iRad21), Pds5 (iPds5), Wapl (iWapl), Brca2 (iBrca2), Brca2 and Pds5 (iBrca2 iPds5) and Brca2 and Wapl (iBrca2 iWapl). Gene expression values used for the analysis are in S1 Data. (**B**) Dot plot of log2 fold-changes in RNA levels caused by Nipped-B depletion versus the changes caused by Rad21 depletion. Red dots show statistically significant changes in gene expression caused by Nipped-B depletion (q ≤ 0.05). (**C**) Dot plot of log2 fold-changes in RNA levels caused by Pds5 depletion versus changes caused by Brca2 depletion. (**D**) Dot plot of log2 fold-changes in RNA levels caused by Nipped-B depletion versus the changes caused by Pds5 depletion. Red dots show genes significantly altered by Nipped-B depletion (q ≤ 0.05). (**E**) Overlap in the genes that increase and decrease in expression with the indicated depletions at p ≤ 0.05. P values were used instead of the more stringent q values to obtain larger groups of genes. Numbers in red indicate genes that increase in expression and numbers in blue are genes that decrease. The numbers in the overlap boxes show the number that change with both depletion treatments. Red indicates genes that increase with both and blue indicate genes that decrease with both. Brown indicates genes that increase with one treatment, and decrease with the other. All overlaps in genes that increase or decrease in expression are statistically significant by Fisher’s exact test (S1 Data).

The genome-wide Pearson correlation between the fold-change changes in RNA levels caused by Nipped-B and Rad21 depletion is 0.63 (Fig 8A and 8B) consistent with prior studies showing that Nipped-B and cohesin have very similar effects on gene expression and transcription [14, 33]. 

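The homeobox genes *en* and *inv*, which specify posterior compartments, rose after both depletions. In the authors' deposited table *en* was 16.5-fold (p = 2.2e-04) in iNipped-B and 8.36-fold (p = 1.6e-04) in iRad21, and *inv* was 7.05-fold (p = 0.00488) and 10.1-fold (p = 0.00157). The receptor tyrosine kinase gene *Alk* rose 15.6-fold and 10.0-fold, the Notch ligand gene *Ser* 7.67-fold and 7.11-fold, and *sls*, which encodes a titin-like muscle protein, 7.68-fold and 6.02-fold in the authors' deposited table. *CG1124* (17.9-fold and 13.2-fold) and the noncoding RNA gene *CR43883* (13.5-fold and 13.7-fold) were also among the largest increases in the authors' deposited table. *olf413* fell to 0.0543 and 0.132 of mock, the transporter gene *MFS3* to 0.195 and 0.152, and *beat-IIIc*, of the beaten path family of axon guidance, to 0.0653 and 0.195 in the authors' deposited table. The lactate dehydrogenase gene *ImpL3* fell to 0.131 in iNipped-B (p = 0.0336), and the nucleolar protein genes *nop5* and *Fib* fell to 0.310 and 0.318 in iRad21 (p = 1.9e-04 and 2.0e-04) in the authors' deposited table.

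Across 7896 genes, which are not independent replicates, the log2 ratios of iNipped-B and iRad21 had a Pearson r of 0.633 (95% bootstrap interval 0.591 to 0.676). Simulated unchanged groups sharing the mock libraries gave r = 0.324. The covariance was 0.644 against 0.0784 in the simulation.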

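The Polycomb and Trithorax groups maintain silent and active states of developmental genes. Of 35 measured members, 16 were higher and 0 lower in iPds5, and 16 higher and 0 lower in iBrca2, at p of 0.05 or less in the authors' deposited table (Fisher's exact test against other genes, adjusted p = 4.5e-05 and 1.1e-04). At q of 0.05 the authors' deposited table calls 0 members in either group, and 0 pass when adjusted over the list alone. Members were also called higher at p in iNipped-B, where they were most numerous, and in iRad21, iWapl and iBrca2 iWapl. The rise is thus not particular to iPds5 and iBrca2, and these counts are given under Other observations. The genes are long, and the median ratio of the 33 members with a known exonic length lay at percentiles 99.99 and 99.96 of lists matched on expression and exonic length. The Polycomb gene *ph-p* was 2.50-fold (p = 0.00800) in iPds5 and 2.15-fold (p = 0.0194) in iBrca2, and the Hippo pathway kinase gene *wts* 2.18-fold (p = 0.00470) and 2.17-fold (p = 0.00190) in the authors' deposited table. *Nelf-A*, which encodes a subunit of the pausing factor NELF, rose 2.25-fold and 2.00-fold in the authors' deposited table. Of 107 histone gene copies, among which reads can be split, 38 were lower in iPds5 and 38 in iBrca2 at p of 0.05 or less in the authors' deposited table, and 0 when adjusted over the list alone. Histone genes are short, and lists of the same expression and exonic length had medians of 0.608 and 0.527 beside 0.516 and 0.491 for the histone copies.

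Over all genes, log2 ratios in iPds5 and iBrca2 had r = 0.608 (interval 0.561 to 0.658), with 0.322 in simulated unchanged groups. The covariance was 0.465, and 0.0772 in the simulation.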

The correlation between Pds5 and Brca2 depletion is 0.61, similar to the correlation between Nipped-B and Rad21 (Fig 8A and 8C). In contrast, the Pearson correlations between the effects of Nipped-B or Rad21 depletion versus Pds5 or Brca2 depletion are lower, ranging from 0.21 to 0.43 (Fig 8A and 8D). 

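Some genes with large changes after Nipped-B or Rad21 depletion had smaller ratios after Pds5 or Brca2 depletion. According to the authors' deposited table, *en* was 2.21-fold mock in iPds5 (p = 0.246) and 2.04-fold in iBrca2 (p = 0.252), *Alk* was 2.47-fold (p = 0.108) and 2.15-fold (p = 0.167), and *olf413* was at 0.797 (p = 0.569) and 1.01 (p = 0.968). *wrapper*, which encodes a glial surface protein, moved in opposite directions in the authors' deposited table, at 0.176 in iNipped-B (p = 0.00304) and 0.310 in iRad21 (p = 0.0147) but 6.84-fold in iPds5 (p = 1.7e-06) and 1.71-fold in iBrca2 (p = 0.0454). Other increases in the authors' deposited table were the fucosidase gene *Fuca* (8.18-fold, p = 5.0e-06), the purine synthesis gene *ade5* (2.82-fold, p = 3.5e-05) and the dosage compensation gene *mof* (2.13-fold, p = 2.6e-04) in iPds5, and the integrin gene *if* (2.90-fold, p = 0.0207) and the Dpp receptor gene *tkv* (2.35-fold, p = 0.0393) in iBrca2.

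Across genes the r of log2 ratios was 0.431 for iNipped-B with iPds5, 0.436 for iNipped-B with iBrca2, 0.278 for iRad21 with iPds5 and 0.209 for iRad21 with iBrca2, with 0.321 to 0.339 in simulated unchanged groups. Covariances were 0.387, 0.385, 0.245 and 0.181, each above its simulated value of 0.0772 to 0.0819. For genes with a mock mean at or above the median, r was 0.675, 0.663, 0.477 and 0.463.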

The correlations between Wapl depletion with Nipped-B, Rad21, Pds5 or Brca2 depletion range from 0.24 to 0.38 (Fig 8A).

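After Wapl depletion increases past q of 0.05 in the authors' deposited table included *CG7991* (4.08-fold, p = 4.3e-04), the adaptor protein gene *cindr* (2.32-fold, p = 2.7e-04), the zinc finger gene *pita* (2.23-fold, p = 2.3e-04) and the tyrosine kinase gene *shark* (2.07-fold, p = 1.3e-04). Decreases in the authors' deposited table included the glutathione transferase gene *GstD3* to 0.234 (p = 3.1e-04), *CG17337* to 0.311 (p = 1.2e-04), the heme synthesis gene *Coprox* to 0.428 (p = 3.9e-04) and *Nlp*, a nucleoplasmin gene, to 0.544 (p = 5.3e-05). In the authors' deposited table *GstD3* was also lower in iNipped-B (0.309, p = 0.00115) and in iPds5 (0.513, p = 0.0129), while *CG17337* was at 1.04 in iNipped-B (p = 0.664) and 1.20 in iRad21 (p = 0.191).

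The r of log2 ratios across genes was 0.237 for iWapl with iNipped-B, 0.253 with iRad21, 0.376 with iPds5 and 0.281 with iBrca2, beside 0.316 to 0.333 in simulated unchanged groups. Covariances were 0.254, 0.266, 0.349 and 0.257, beside 0.0749 to 0.0794. These values depend on rare transcripts. Over the 3948 genes with a mock mean at or above the median, r was 0.628 with iNipped-B, 0.460 with iRad21 and 0.766 with iPds5. In iWapl, 58 genes at the floor of the mock libraries, with a mock mean under 10, were read at a median of 945.

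**Figure D1:**
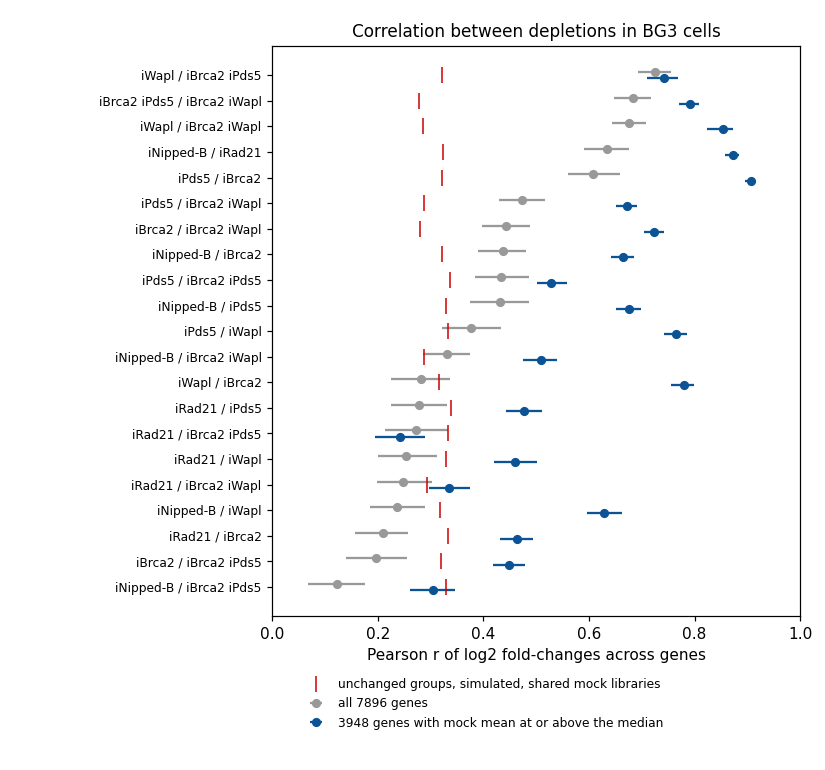
Pearson r of log2 ratios to mock for the 21 pairs of depletions, over all 7896 genes (grey) and over the 3948 genes with a mock mean at or above the median (blue). Bars are 95% bootstrap intervals over genes and red ticks the r of simulated unchanged groups that share the mock libraries. For iWapl with iPds5 the r is 0.376 over all genes and 0.766 over the more abundant ones.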

The high correlation between the effects of Pds5 and Brca2 depletion on RNA levels was unexpected because Pds5 depletion reduces sister chromatid cohesion and Brca2 depletion does not. We thus conclude that most effects of Pds5 depletion on gene expression are not caused by sister chromatid cohesion defects. Because Pds5 depletion reduces cell division and Brca2 depletion does not, we also conclude that most changes in gene expression are not caused by changes in the cell cycle. It is possible, however, that some differences between the effects of Pds5 and Brca2 depletion reflect changes in sister chromatid cohesion or cell cycle effects.

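Of 57 measured genes of mitosis, 16 were higher in iPds5 and 20 in iBrca2, and 0 were lower in either, at p of 0.05 or less in the authors' deposited table (Fisher's exact test against other genes, adjusted p = 0.0177 and 7.5e-04), with 3 and 5 higher when adjusted over the list alone and 0 at q of 0.05. The spindle checkpoint kinase gene *Bub1* was 2.18-fold (p = 0.0140) in iPds5 and 2.10-fold (p = 0.0183) in iBrca2 in the authors' deposited table, and *Cdc27*, which encodes a subunit of the anaphase-promoting complex, 1.95-fold (p = 0.00115) and 1.71-fold (p = 0.00273). Of 47 genes of DNA replication, 9 were higher and 1 lower in iPds5, and 15 higher and 0 lower in iBrca2, at p of 0.05 or less in the authors' deposited table, with 0 when adjusted over the list alone. The origin recognition gene *Orc2* rose 2.00-fold in iPds5 (p = 0.0288) and 2.03-fold in iBrca2 (p = 0.00738) in the authors' deposited table, and the replicative helicase gene *dpa* was 1.79-fold (p = 0.00689) and 2.06-fold (p = 0.00326). Of 55 DNA repair genes in iPds5 and 54 in iBrca2, 10 were higher and 1 lower and 8 higher and 0 lower in the authors' deposited table, with 0 adjusted over the list alone. Medians of the mitosis list lay at percentiles 99.1 and 99.8 of lists matched on expression and exonic length, and those of DNA replication at 99.9 and 100.0. Whether either list differed between iPds5 and iBrca2 was not tested. Genes of mitosis and DNA replication were also called higher in iNipped-B and iWapl, with counts given under Other observations.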

Although the correlations between the effects of Nipped-B or Rad21 depletion with those of Pds5, Brca2 and Wapl depletion are relatively low, close examination indicates that the same genes are affected. 

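*Ef1beta*, which encodes a translation elongation factor subunit, was lower after every depletion of a single protein. According to the authors' deposited table, it was at 0.297 of mock in iNipped-B, 0.347 in iRad21, 0.516 in iPds5, 0.471 in iWapl and 0.486 in iBrca2 (highest p = 0.00994). *wts* was 1.90-fold in iNipped-B (p = 0.00111), 1.62-fold in iRad21 (p = 0.0310) and 1.93-fold in iWapl (p = 0.00261) in the authors' deposited table. The Mediator gene *MED25* rose 1.65-fold in iNipped-B (p = 0.00464), 1.78-fold in iPds5 (p = 0.00745), 1.85-fold in iWapl (p = 9.7e-04) and 1.79-fold in iBrca2 (p = 0.00172), and was 1.30-fold in iRad21 (p = 0.120), in the authors' deposited table.

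Because ratios follow transcript length, shared calls at p of 0.05 in the authors' deposited table were also counted against the number expected from independent lists within 20 bins of exonic length. Of the genes higher in iNipped-B, 602 were higher in iPds5 (343 expected), 616 in iWapl (320.2) and 548 in iBrca2 (375). Of those higher in iRad21, 339 were higher in iPds5 (261 expected), 381 in iWapl (243) and 293 in iBrca2 (282). The odds ratio within bins was 1.08 for iRad21 with iBrca2 and 1.64 to 5.31 for the other pairs. Lower genes gave odds ratios within bins of 3.61 to 6.49 in the same pairs.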

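*Hsp67Ba*, a small heat shock gene, was 6.98-fold mock in iNipped-B (p = 1.8e-08) and 1.24-fold in iPds5 (p = 0.265) in the authors' deposited table. For *Ser* the authors' deposited table gives 2.26-fold in iPds5 (p = 0.149), and for *sls* 1.69-fold (p = 0.127). Of the 2355 genes past q of 0.05 in iNipped-B in the authors' deposited table, 83.8% had a ratio on the same side of 1 in iPds5 (95% interval 82.3% to 85.3%, Wilson, taking genes as independent). The median log2 ratio in iPds5, as a share of that in iNipped-B, was 0.494 over these genes, and 86.4% of them changed less in iPds5. The share on the same side was 96.6% in iRad21, 82.4% in iWapl and 81.5% in iBrca2, with size shares of 0.785, 0.439 and 0.460. Genes picked for passing a threshold in iNipped-B tend to have smaller values in any other group. The groups also share the mock libraries, and simulated genes without change past p of 0.05 in iNipped-B had 75.2% on the same side in iPds5, 75.8% in iRad21, 75.9% in iWapl and 76.2% in iBrca2, with a size share of 0.336 in iPds5. At p of 0.05 in the authors' deposited table, the measured shares were 83.7%, 96.4%, 82.7% and 81.6%.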

Most genes affected by Nipped-B depletion are altered in the same direction by Pds5 depletion as illustrated by the dot plot in Fig 8D, although the magnitudes of the changes tend to be smaller with Pds5 depletion. Agreeing with prior studies [14] gene ontology analysis shows that genes involved in neurogenesis and imaginal disc development are increased by all depletions, and that genes involved in protein translation are reduced (S1 Data). Moreover, there is significant overlap in the genes that increase in expression (p ≤ 0.05) with Nipped-B or Rad21 depletion and the genes that increase with Pds5, Wapl, or Brca2 depletion, as shown in Fig 8E. 

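Lists of neurogenesis and Notch signaling, imaginal disc patterning and axon guidance genes were written with the paper at hand, before the deposited files were examined. The paper reports neurogenesis, disc development and translation from the same libraries, and part of the BG3 values had been open to view. Counts for these themes are therefore not independent evidence. At p of 0.05 or less in the authors' deposited table, 53 of their measured genes were higher and 4 lower in iNipped-B. In iRad21 the authors' deposited table has 40 higher and 4 lower. Adjusted over the list alone, 45 and 34 were higher. In the other depletions the authors' deposited table has 17 higher and 0 lower in iPds5, 14 and 1 in iWapl, 17 and 1 in iBrca2, 13 and 3 in iBrca2 iPds5 and 23 and 3 in the libraries labelled iBrca2 iWapl, and 3, 4, 0, 6 and 9 were higher when adjusted over the list alone. *HLHmdelta*, a Notch target gene, rose from a mock mean of 1.32 to 2569 in iNipped-B (p = 1.3e-06) in the authors' deposited table. *Fas1*, which encodes a neuronal adhesion protein, was 3.29-fold (p = 2.2e-04) in iNipped-B and 2.92-fold (p = 0.00143) in iRad21, and *comm*, which controls the Robo guidance receptor, fell to 0.224 in iNipped-B (p = 0.00554), in the authors' deposited table.

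Of 86 cytoplasmic ribosomal protein genes, some with duplicate copies that could share reads, 75 were lower in iNipped-B, 62 in iRad21, 25 in iPds5, 9 in iWapl, 39 in iBrca2, 5 in iBrca2 iPds5 and 9 in iBrca2 iWapl at p of 0.05 or less in the authors' deposited table. Adjusted over the list alone, 71 and 34 were lower in iNipped-B and iRad21 and 0 in each of the others. 2 of these genes were higher in iBrca2, 1 in iBrca2 iPds5 and 2 in iBrca2 iWapl, among them *RpL3* (1.41-fold, p = 0.0437 in iBrca2) and *RpS7* (1.52-fold, p = 0.00626 in iBrca2 iPds5) in the authors' deposited table. *RpL8* was at 0.190 of mock in iNipped-B (p = 0.0289) and *RpL29* at 0.223 in iBrca2 (p = 0.0147) in the authors' deposited table. Of 55 translation factors and tRNA synthetases, 22 were lower and 3 higher in iNipped-B and 22 lower and 2 higher in iRad21 in the authors' deposited table, with 5 and 3 lower when adjusted over the list alone. Of them 3, 3, 8, 2 and 2 were higher and 1, 6, 3, 5 and 7 lower in iPds5, iWapl, iBrca2, iBrca2 iPds5 and iBrca2 iWapl in the authors' deposited table, with 1 higher in iPds5 and 0 in the others when adjusted over the list alone. Of 74 mitochondrial ribosomal protein genes, 20, 13, 9, 2, 7, 3 and 5 were lower in the depletions in the order given for the cytoplasmic genes, 1 was higher in iBrca2 and in iBrca2 iWapl, and 0 passed when adjusted over the list alone.

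In the authors' gene ontology sheets, wing morphogenesis leads the terms raised in iNipped-B with 94 genes (Benjamini p = 7.9e-27), and holds 68 genes in iRad21, 46 in iPds5, 35 in iWapl and 37 in iBrca2. In the authors' sheet for iBrca2 iPds5 it holds 21 genes (Benjamini p = 0.127). In the sheets of the authors cytoplasmic translation leads the lowered terms in iNipped-B with 77 genes (Benjamini p = 4.9e-77), with 62 in iRad21, 25 in iPds5, 40 in iBrca2 and 9 in iWapl (Benjamini p = 0.0967 in iWapl).

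Genes of development are long and ribosomal protein genes short. Against random lists matched on expression and exonic length, the median of the developmental lists lay at percentiles 99.0 in iNipped-B, 100.0 in iRad21, 28.9 in iPds5, 39.0 in iWapl and 7.78 in iBrca2, and that of the ribosomal protein genes below percentile 2.5 in each of these groups.

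**Figure D2:**
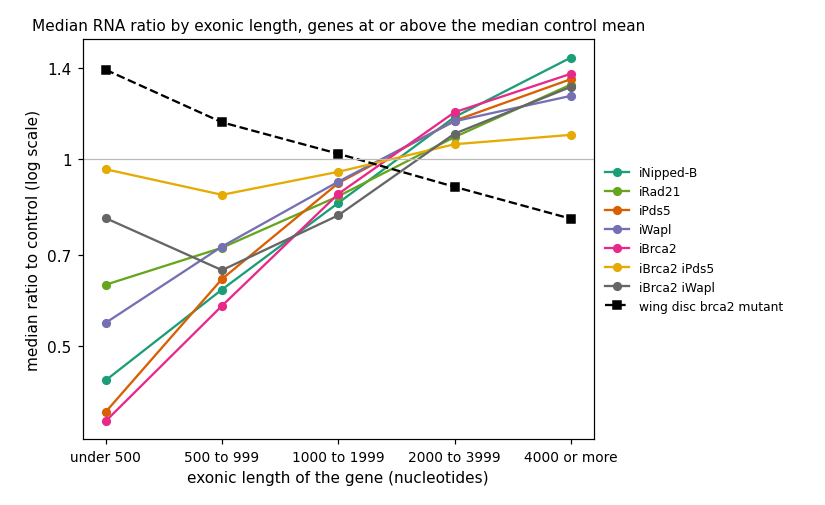
Median ratio to control by exonic length (bases, 5 classes from under 500 to 4000 or more) for the 7 BG3 depletions and the wing disc *brca2* mutants, on a log axis, for genes with a control mean at or above the median. In iNipped-B the median goes from 0.440 for the shortest class to 1.46 for the longest, and in the *brca2* mutants from 1.39 to 0.801.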

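Genes higher in iNipped-B and again in other depletions include *CG15828*, which rose 8.64-fold in iNipped-B (p = 1.0e-04) and 3.28-fold in iBrca2 (p = 0.0371) in the authors' deposited table. *mof* was 1.45-fold mock in iNipped-B (p = 0.00681) and 1.73-fold in iWapl (p = 5.6e-04), and the Polycomb gene *ph-p* 2.49-fold (p = 0.00264) and 1.97-fold (p = 0.0323), in the authors' deposited table. Of the genes higher in iNipped-B at p of 0.05 in the authors' deposited table, 609 were higher in iPds5, 626 in iWapl and 558 in iBrca2, where independent lists would share 239, 234 and 257. Of those higher in iRad21, 342, 386 and 298 were higher in iPds5, iWapl and iBrca2, beside 192, 189 and 208 for independent lists. Fisher's exact test gave adjusted p from 2.3e-180 (iNipped-B with iWapl) to 5.4e-13 (iRad21 with iBrca2), the last being the pair whose overlap came close to that expected within bins of exonic length. Simulated unchanged groups shared 31.1 to 37.4 genes, but they had only 227 to 236 higher calls each. With lists of such unlike size, these counts do not show how much of the overlap comes from the shared mock libraries.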

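*wrapper* is among the genes higher in iPds5 and lower in iNipped-B at p of 0.05 in the authors' deposited table. 28 such genes were found, beside 90.8 for independent lists, and 12 were higher in iNipped-B and lower in iPds5, beside 67.7. For iBrca2, 8 genes were higher in iNipped-B and lower in iBrca2 (97.3 for independent lists). With iRad21, 12 genes were higher in iRad21 and lower in iPds5 (54.5), and 16 higher in iRad21 and lower in iBrca2 (78.5). Among the depletions outside iNipped-B and iRad21, 581 genes were higher in both iPds5 and iBrca2 (145 for independent lists, 31.6 in simulated unchanged groups, which had far fewer calls), 503 in iPds5 and iWapl (132) and 529 in iWapl and iBrca2 (142). The adaptor gene *cindr* was 1.91-fold mock in iPds5 (p = 0.0110) and 1.85-fold in iBrca2 (p = 0.00259) in the authors' deposited table.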

All overlaps in genes that increase with depletion of any of the cohesion factors are significant by Fisher’s exact test (S1 Data) and few genes show changes in the opposite directions. There is also statistically significant overlap in the genes that decrease with Nipped-B or Rad21 depletion and the genes that decrease with depletion of Pds5, Wapl, or Brca2, with only a few opposite effects, primarily with Wapl depletion (Fig 8E).

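The ribosomal protein gene *RpL11* fell to 0.198 of mock in iNipped-B (p = 0.0133) in the authors' deposited table, and *RpS25* to 0.259 in iBrca2 (p = 0.0290). *Nlp* fell to 0.501 in iNipped-B (p = 2.4e-07), 0.481 in iRad21 (p = 1.3e-06) and 0.764 in iBrca2 (p = 0.0246), and was at 0.906 in iPds5 (p = 0.455), in the authors' deposited table. Of the genes lower in iNipped-B at p of 0.05 in the authors' deposited table, 133 were lower in iPds5 and 172 in iBrca2, beside 25.7 and 37.0 for independent lists, and iWapl gave an odds ratio of 6.82. Of those lower in iRad21, 70, 83 and 100 were lower in iPds5, iWapl and iBrca2, beside 22.3, 24.3 and 32.1. Adjusted p from Fisher's exact test ran from 1.1e-76 (iNipped-B with iBrca2) to 1.0e-18 (iRad21 with iPds5), and simulated unchanged groups shared 20.8 to 22.4 genes. The simulated groups had only 153 to 156 lower calls each, so their counts do not show how much the shared mock libraries add. Opposite calls with iWapl were 36 genes higher in iNipped-B and lower in iWapl (73.7 for independent lists) and 45 higher in iRad21 and lower in iWapl (59.4).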

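*CG17337* fell to 0.363 of mock in iBrca2 iPds5 (p = 1.9e-04) and 0.241 in the libraries labelled iBrca2 iWapl (p = 4.6e-04) in the authors' deposited table. *Nlp* fell to 0.616 (p = 1.9e-05) and 0.475 (p = 2.5e-06), and the SUMO-conjugating enzyme gene *lwr* to 0.329 in iWapl (p = 0.00139), 0.327 in iBrca2 iPds5 (p = 0.00130) and 0.234 in iBrca2 iWapl (p = 0.00306), in the authors' deposited table. *cindr* rose 2.20-fold (p = 0.00176) and 2.35-fold (p = 2.2e-04) in the double depletions in the authors' deposited table. The actin-severing protein gene *Gel* rose 7.08-fold in iPds5 (p = 4.7e-04) and 6.75-fold in iBrca2 iPds5 (p = 1.2e-05), and 1.64-fold in iWapl (p = 0.0241), in the authors' deposited table.

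The r across genes was 0.725 (95% bootstrap interval 0.694 to 0.756) for iBrca2 iPds5 with iWapl and 0.684 (0.647 to 0.718) for iBrca2 iPds5 with iBrca2 iWapl, beside 0.322 and 0.277 in simulated unchanged groups. Covariances were 0.604 and 0.463, beside 0.0766 and 0.0788. Shared calls at p of 0.05 in the authors' deposited table were 346 higher and 162 lower genes for iWapl with iBrca2 iPds5, where independent lists share 76.6 and 9.67.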

Although the effects of individually depleting Pds5 and Brca2 correlate modestly with Wapl depletion (0.38, 0.28) co-depletion of Pds5 and Brca2 strongly correlates with Wapl depletion (0.73) and Wapl-Brca2 co-depletion (0.68) (Fig 8A). The Pds5-Brca2 and Wapl-Brca2 double depletions show more modest correlations with Nipped-B or Rad21 depletion (0.12–0.33) or with depletion of Pds5 or Brca2 alone (0.20–0.47) than with Wapl depletion. 

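In iBrca2 iPds5 increases past q of 0.05 in the authors' deposited table included *MYPT-75D*, which encodes a myosin phosphatase subunit (3.66-fold, p = 5.7e-06), *CG4096* (3.26-fold, p = 1.3e-04), the receptor gene *Toll-7* (3.22-fold, p = 1.5e-04) and the polarity gene *sdt* (2.41-fold, p = 8.1e-07). In the authors' deposited table *CG4096* was 3.23-fold in iPds5 (p = 1.4e-05) and 0.995-fold in iBrca2 (p = 0.979). In the libraries labelled iBrca2 iWapl, the Polycomb group gene *Su(z)2* (2.80-fold, p = 9.9e-05), the actin regulator gene *ena* (2.65-fold, p = 5.4e-04) and the sestrin gene *Sesn* (2.55-fold, p = 6.9e-05) rose, and *RpL10Ab* fell to 0.382 (p = 0.00239), in the authors' deposited table.

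With iNipped-B and iRad21 the r across genes was 0.122 and 0.273 for iBrca2 iPds5 and 0.331 and 0.248 for iBrca2 iWapl, beside 0.287 to 0.333 in simulated unchanged groups. With iPds5 and iBrca2 it was 0.433 and 0.197 for iBrca2 iPds5 and 0.474 and 0.443 for iBrca2 iWapl, beside 0.280 to 0.336. The covariances of these 8 pairs ran from 0.0983 (iNipped-B with iBrca2 iPds5, 0.0791 in the simulation) to 0.358 (iPds5 with iBrca2 iWapl, 0.0823). For genes with a mock mean at or above the median, r was 0.304 for iNipped-B with iBrca2 iPds5, 0.448 for iBrca2 with iBrca2 iPds5 and 0.723 for iBrca2 with iBrca2 iWapl.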

There is still significant overlap in the genes that increase in expression with Nipped-B or Rad21 depletion, but more genes that decrease in expression with Nipped-B or Rad21 depletion show increased expression in the double depletions (Fig 8E). 

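*CG9360* and *MFS3*, among the genes with the lowest ratios in iNipped-B, had ratios of 1.10 and 0.616 in iBrca2 iPds5 (p = 0.746 and 0.108) in the authors' deposited table. Of the 696 genes lower in iNipped-B at p of 0.05 in the authors' deposited table, 36 were higher in iBrca2 iPds5 and 42 in the libraries labelled iBrca2 iWapl, beside 52.7 and 87.4 for independent lists. Of the 604 lower in iRad21, 35 and 47 were higher in these groups, beside 45.7 and 75.8. Counted at any size of change, 239 of the 696 genes (34.3%) had a ratio above 1 in iBrca2 iPds5 and 144 (20.7%) in iBrca2 iWapl, against 24.6% in iPds5, 25.4% in iBrca2 and 146 genes in iWapl. For the 604 genes lower in iRad21 these shares were 39.4% and 31.1% in the double depletions and 36.1%, 34.4% and 40.4% in iPds5, iWapl and iBrca2. Of genes higher in iNipped-B and iRad21, 280 and 242 were higher in iBrca2 iPds5 (139 and 112 for independent lists, Fisher's exact adjusted p = 1.0e-39 and 3.0e-38). For iBrca2 iWapl these overlaps were 523 and 333 genes (229.7 and 185 for independent lists). Differences between these shares were not tested.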

Because Wapl depletion has virtually the same effects as Pds5-Brca2 or Wapl-Brca2 co-depletion, we conclude that loss of Wapl is epistatic to loss of Pds5 or Brca2, suggesting that much of the influence of Pds5 and Brca2 on gene expression requires Wapl. 

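*Gel* and *MYPT-75D* were among the named genes with the highest ratios in iBrca2 iPds5. According to the authors' deposited table, *MYPT-75D* was 1.80-fold mock in iWapl (p = 0.00440), 2.67-fold in iPds5 (p = 2.7e-04), 1.89-fold in iBrca2 (p = 0.00806) and 2.41-fold in iBrca2 iWapl (p = 6.3e-05). *Gel* was 1.24-fold in iBrca2 (p = 0.274) and 1.24-fold in iBrca2 iWapl (p = 0.180) in the authors' deposited table. *GstD3*, lower in iWapl, was at 0.317 in iBrca2 iPds5 (p = 6.0e-04) and 0.311 in iBrca2 iWapl (p = 0.00307) in the authors' deposited table. The r across genes was 0.676 for iWapl with iBrca2 iWapl, in whose libraries the *wapl* reading lacks the excess seen in iWapl (0.286 in simulated unchanged groups, covariance 0.611 against 0.0806). The log2 ratios of iBrca2 iPds5 had r = 0.353 with the sum of those of iBrca2 and iPds5, and those of iBrca2 iWapl had r = 0.712 with the sum of iBrca2 and iWapl, where simulated groups without change, which share the mock libraries, gave 0.403 and 0.349. The covariances were 0.437 and 0.940, and 0.157 and 0.160 in the simulation. The place of iBrca2 iPds5 against the simulation depends on the genes and the scale, with r = 0.499 against 0.407 for mock means at or above the median, 0.454 against 0.413 with a pseudocount of 100 and 0.484 against 0.415 with 1000. In a joint linear fit of iBrca2 iPds5 on the 3 single depletions the coefficient was 0.498 for iWapl, 0.252 for iPds5 and -0.146 for iBrca2, against 0.193, 0.210 and 0.191 in the simulated groups. From the correlations of the double depletions with Wapl depletion, the paper concludes that loss of Wapl is epistatic to loss of Pds5 or Brca2, and proposes that much of what Pds5 and Brca2 do to gene expression requires Wapl.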

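*wrapper*, lower in iNipped-B and iRad21, was 1.58-fold mock in iWapl (p = 0.0182) in the authors' deposited table. Of the genes lower in iNipped-B at p of 0.05 in the authors' deposited table, 14 were higher in iWapl, 28 in iPds5 and 39 in iBrca2, beside 89.1, 90.8 and 97.9 for independent lists. Of those lower in iRad21, 27 were higher in iWapl, 37 in iPds5 and 55 in iBrca2, beside 77.3, 78.8 and 85.0. The SUMO enzyme gene *lwr*, low in iWapl, was at 1.09 of mock in iNipped-B (p = 0.562) in the authors' deposited table. Whether opposite calls were more frequent with iWapl than with iPds5 or iBrca2 was not tested.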

Wapl depletion more frequently has an opposite effect on those genes that decrease in expression upon Nipped-B or cohesin depletion, suggesting that Wapl counteracts activation by Nipped-B and cohesin at some genes.

### Brca2 influences gene expression in developing wings and facilitates growth

The finding that Brca2 influences gene expression in BG3 cells raised the question of whether or not it also influences gene expression during *in vivo* development. We conducted RNA-seq in 3^rd^ instar wing imaginal discs from different control genetic backgrounds, and two different *brca2* null mutants, which revealed that many genes increase and decrease in expression. 

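*Brca2* RNA, read first, was at 0.00569 of the control level in the *brca2* mutant discs in the authors' deposited table (p = 2.6e-07), with a mean coverage of 123 against 21517. Total RNA of wing discs from late female larvae was sequenced after removal of ribosomal RNA. The controls were 5 libraries from Canton S and *y w* larvae, and the mutants 5 libraries, 2 of them *brca2* KO. The labels name the other 3 as 56e over KO, where the paper describes larvae from a 56e stock. The files give the mean normalized coverage of each group for 8334 genes, the ratio, p and q, and no value per library, so that the depth of each library, and any difference between the genetic backgrounds or alleles, is unknown. The means of both groups sum to nearly the same total. The SE of each difference was recovered from the means and the authors' p as for BG3 cells, though the form of the test was not checked here. The pooled SD had a median of 18.9% of the mean. The median log2 ratio of all genes was -0.13. The ratio to control fell with exonic length (Spearman rho = -0.620 for genes with a control mean at or above the median), opposite to the BG3 depletions. Genes of 18 markers of fat body, gut and salivary gland had a median ratio of 9.10 in the mutant discs, with 2 higher and 0 lower at p of 0.05 or less in the authors' deposited table and 0 adjusted over the list alone. The larval serum protein genes *Lsp1alpha* and *Lsp1beta* were 2.26-fold (p = 0.0337) and 2.20-fold (p = 0.0255) in the authors' deposited table.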

Using a statistical threshold of q ≤ 0.05 (5% false discovery rate) 208 genes increase in expression and 606 decrease, with most changes less than 2-fold (Fig 9A, S1 Data). 

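In *brca2* mutant discs the largest increases past q of 0.05 in the authors' deposited table, apart from the eye color gene *white*, included *CG3603* (3.42-fold, p = 1.4e-05), *Pepck*, the rate-limiting enzyme of gluconeogenesis (3.32-fold, p = 3.9e-04), *RpS21* (2.42-fold, p = 2.9e-04) and the DNA ligase gene *lig3* (2.10-fold, p = 1.4e-05). The largest decreases in the authors' deposited table included the histone copy *His2B:CG33868* to 0.315, *scaf*, which encodes a serine protease homolog, to 0.457 (p = 0.00825), *Ars2*, which acts in RNA interference, to 0.461 (p = 1.4e-04), *lwr* to 0.462 (p = 4.8e-04), the condensin gene *Cap-H2* to 0.508 (p = 0.00682) and the polarity gene *l(2)gl* to 0.517. The SE of the difference was 0.397 of the control mean for *Pepck*, 0.118 for *lig3* and 0.0795 for *Ars2*. At q of 0.05 or less the authors' deposited table calls 208 genes higher and 606 lower, of which 35 and 33 changed 2-fold or more. The median ratio was 1.44 among the higher and 0.723 among the lower genes. Benjamini-Hochberg adjustment of the authors' p leaves 161 genes and limma's moderated test 292. Higher genes had a median exonic length of 1344 and lower genes 3654 bases, against 2135 over all genes.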

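Of 143 measured genes of neurogenesis and Notch signaling, imaginal disc patterning and axon guidance, 49 were lower and 2 higher in *brca2* mutant discs at p of 0.05 or less in the authors' deposited table. Adjusted over the list alone, 10 were lower and 1 higher. The asymmetric division gene *insc* fell to 0.579 (p = 0.00268), the Dpp pathway gene *shn* to 0.575 (p = 0.0334), the wing patterning gene *salm* to 0.621 (p = 0.00529) and the axon guidance receptor gene *plexB* to 0.612 (p = 0.00139) in the authors' deposited table. *wg*, the wingless signal of the disc margin, was 1.31-fold (p = 0.0320) in the authors' deposited table. In the axon guidance list 19 of 45 genes were lower and 0 higher in the authors' deposited table (Fisher's exact test against other genes, adjusted p = 0.00182, with 7 lower adjusted over the list alone), and in the disc patterning list 19 of 56 were lower and 2 higher (adjusted p = 0.0317, 5 and 1 adjusted over the list alone). Of 87 cytoplasmic ribosomal protein genes, 39 were higher and 2 lower in the authors' deposited table, or 21 and 1 adjusted over the list alone. The authors' gene ontology sheets hold 322 terms past a Benjamini p of 0.05 among the lower genes, led by post-embryonic development with 116 genes, and translation with 56 genes among the higher ones. Developmental genes are long, and the median ratio of their lists was 0.825, at percentile 33.6 of lists matched on expression and exonic length. The ribosomal protein genes were at percentile 98.2 of such lists.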

Gene ontology analysis indicates that the decreasing genes are involved in morphogenesis and development (S1 Data). In addition to many genes that regulate development, the genes that decrease in expression include broadly-acting transcription factors such as Mediator subunits and Pol II kinases, cell cycle control genes, and genes encoding DNA repair proteins (Fig 9B). 

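All 31 genes of Fig 9B were lower in *brca2* mutant discs at q of 0.05 or less in the authors' deposited table, with a median ratio of 0.717. The study chose them on these samples, so that their direction, and the 31 that pass when adjusted over the list alone, are not independent evidence. Among 13 transcription genes, the histone methyltransferase gene *Set1* was at 0.730 of control (p = 0.00495), the Mediator genes *MED14* and *MED25* at 0.844 and 0.758 (p = 0.00972 and 0.00589) and the Pol II kinase gene *Cdk12* at 0.834 (p = 0.00449) in the authors' deposited table. Among 11 cell cycle genes, the authors' deposited table has the checkpoint gene *BubR1* at 0.673 (p = 0.00311). Among 5 DNA repair genes, the authors' deposited table has the helicase gene *RecQ5* at 0.615 (p = 0.00511) and the ligase gene *Lig4* at 0.783 (p = 8.0e-05), and the cohesion genes *pds5* and *dmt* are at 0.823 (p = 3.3e-05) and 0.759 (p = 0.00710).

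The gene lists that follow were written before the deposited files were examined but with Fig 9B open to view. Their counts are therefore not independent of it. Of 29 Mediator genes, 6 were lower and 1 higher at p of 0.05 or less in the authors' deposited table, or 0 adjusted over the list alone. 11 of 24 genes of Pol II kinases and elongation were lower and 0 higher, or 7 lower adjusted over the list alone (Fisher's exact test against other genes, adjusted p = 0.0135). For mitosis 17 of 58 were lower and 0 higher, or 4 adjusted over the list alone, and for DNA repair, which holds *Brca2* itself, 16 of 54 were lower and 2 higher, or 8 and 2. Genes of the Polycomb and Trithorax groups were lower in 18 of 35 cases and higher in 0, or 8 adjusted over the list alone (Fisher's exact test, adjusted p = 1.4e-04). These Fisher tests do not take exonic length into account. Of all genes with 4000 or more bases of exon and a control mean at or above the median, 45.1% were lower in the mutant discs. The 31 genes are long, with a median exonic length of 4626 bases. The 200 genes nearest in exonic length to each had a median ratio of 0.821 over the 31 genes, and 25 of the 31 lay below that of their own neighbors. Benjamini-Hochberg adjustment of the authors' p leaves 4 of the 31 and limma's moderated test 9. The paper asks from these discs whether the influence of Brca2 seen in BG3 cells extends to development. It proposes that many modest changes could lead to subtle deficits in growth or development of viable mutant flies. It also measured adult wings and found them smaller than control wings in both male and female mutants.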

Unlike *pds5* or *wapl* null mutant flies [7, 8] *brca2* null mutant flies are viable, although females are sterile because of defective meiosis [46].

**Fig 9:**
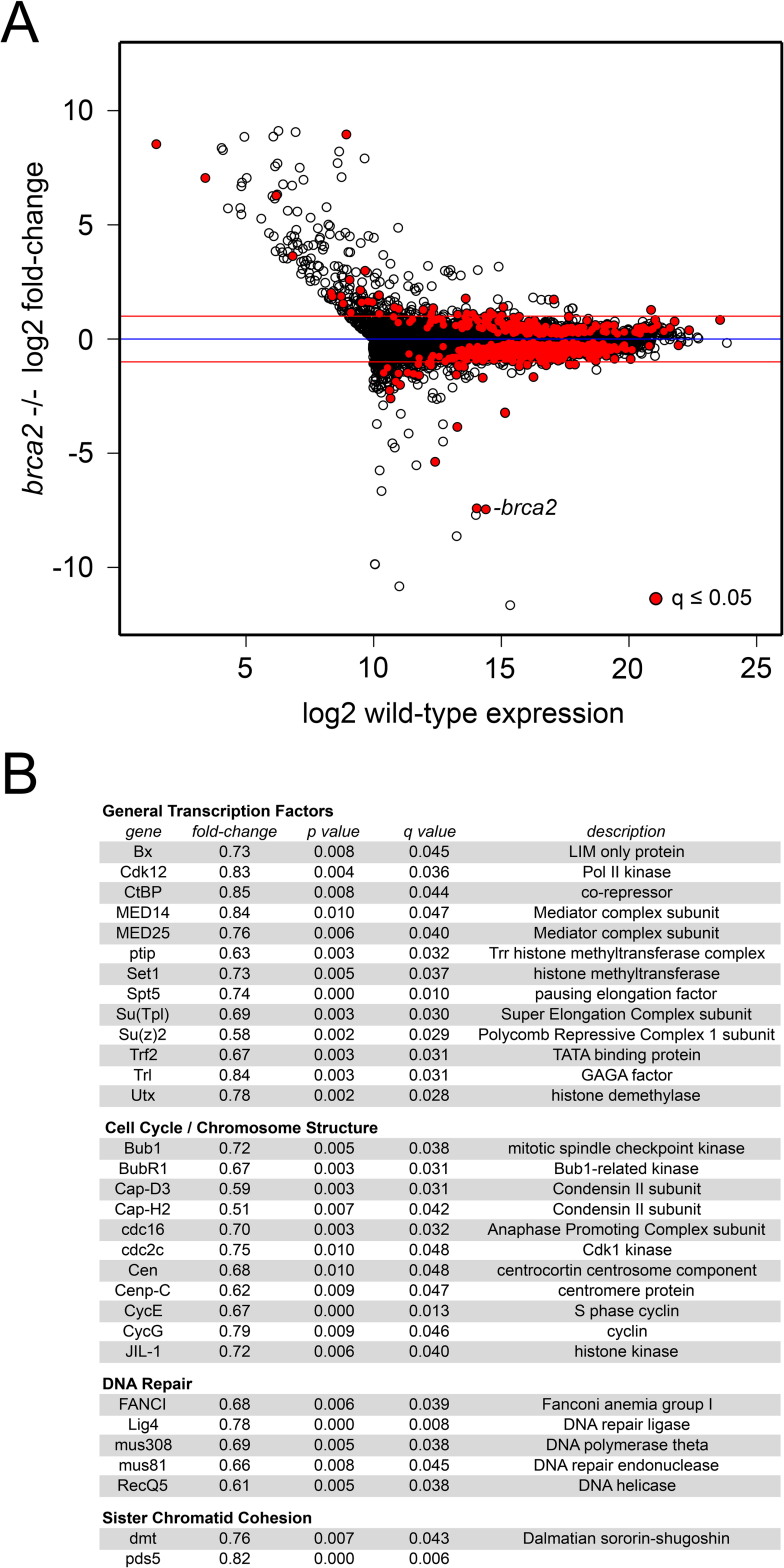
Brca2 influences gene expression in developing wings. (**A**) The log2 fold-change in gene expression in *brca2* null mutant 3^rd^ instar wing imaginal discs is plotted versus the log2 expression level in control wing discs for all active genes. Active genes are defined as those that are expressed at or above the median level in control discs plus those expressed at or above the control median level in *brca2* mutant discs. Red dots indicate statistically significant changes in gene expression (q ≤ 0.05). The dot representing the *brca2* gene is labeled. The blue line indicates no change, and the two red lines indicate 2-fold increases or decreases. (**B**) Examples of genes down-regulated in *brca2* mutant discs in the indicated categories. This is not a comprehensive list, which can be generated from the expression data provided in S1 Data.

There are no overt structural mutant phenotypes in *brca2* null adult flies, but it seems likely that the many modest changes in gene expression could cause subtle growth or developmental deficits that might be revealed by close examination, or in different genetic backgrounds. We measured the sizes of adult male and female *brca2* mutant wings, to look for possible changes in growth. Male *brca2* mutant wings are some 9% smaller than controls, and female wings are 4% smaller (S6 Fig). These reductions are similar in magnitude to the dominant effects of null mutations in the fly *myc* (*diminutive*, *dm*) and *Tor* genes encoding critical dosage-sensitive growth regulators [47]. They are also similar to the effects of heterozygous *Nipped-B* mutations [47]. Thus, Brca2 facilitates wing growth, and we hypothesize that this reflects the role of Brca2 in gene expression.

## Discussion

The studies presented here show that the Pds5-Wapl complex limits the size of the cohesin binding domains centered around DNA replication origins, and that Pds5 and Brca2, which form a complex lacking Wapl [10–12] have opposing effects on sister chromatid cohesion and binding of the SA cohesin subunit near early replication origins. In contrast to their opposing roles in sister cohesion, Pds5 and Brca2 have very similar influence on gene expression, affecting largely the same genes as Nipped-B and cohesin. As outlined below, these findings have significant implications for where cohesin binds, and cohesin’s roles in sister chromatid cohesion and gene regulation.

### Cohesin localization

The finding that the maximal levels of cohesin and cohesin regulatory factors center at replication origins and decrease extending outward for many kilobases strongly suggests that DNA replication plays a role in positioning cohesin. This hypothesis is consistent with single molecule studies in Xenopus extracts showing that DNA replication causes cohesin to translocate unidirectionally [35]. The single-molecule studies also show that cohesin translocation is suppressed by Pds5 and Wapl [35]. This agrees with our finding that depletion of Pds5 or Wapl increases cohesin levels for tens of kilobases surrounding replication origins. We thus hypothesize that pushing of cohesin by replication forks is a key determinant of cohesin localization and which genes bind cohesin, and that reduction of Pds5 or Wapl slows the rate of cohesin removal in front of replication forks, leading to increased cohesin domain size. Recent experiments in yeast shows that cohesin loaded in G1 prior to replication can remain associated with chromosomes during S phase [48] and thus is available to be pushed.

In Xenopus oocyte extracts, association of the Nipped-B orthologs with chromatin and cohesin loading require replication origin licensing and formation of the complete pre-replication complex (pre-RC) containing the origin recognition complex (ORC) the minichromosome maintenance (MCM) helicase complex, Cdc6 (cell division cycle 6) and Cdt1 (cyclin-dependent transcript 1) [25–28]. This supports the idea that replication origins are major loading sites for cohesin. Cohesin is also enriched at origins in HeLa cells [29, 31]. However, studies in Drosophila cultured cells depleted for a pre-RC component indicate that origin licensing is not essential for stable association of cohesin with chromatin, although these studies did not examine cohesin localization [24]. Xenopus oocytes do not have active gene transcription, and we think it likely that a combination of both licensed replication origins and active genes determine cohesin binding in Drosophila cells.

Taken together, our findings lead us to envision that DNA replication exerts global control over the extent of cohesin domains, and that within these domains, proteins binding to active genes and regulatory sequences define the detailed cohesin localization and dynamics. Once an active gene or regulatory sequence binds cohesin and accessory factors, cohesin is continuously loaded and removed from these sites during interphase [9]. In this scenario, the cohesin dynamics at different sites is fine-tuned by the ratios of Nipped-B, Pds5, Wapl and Brca2, which as shown here, vary between promoters, enhancers and PREs. A key question this idea raises is how cohesin is positioned on chromosomes in early G1 after mitosis and before DNA replication. In addition to loading at licensed origins, we speculate that book-marking factors remain bound to active cohesin-binding genes through mitosis and facilitate cohesin re-loading in early G1. The cohesin and accessory protein levels for each gene and regulatory sequence are then refreshed during DNA replication as necessitated by duplication of the genome.

Studies in yeast implicate DNA replication in temporarily positioning cohesin [32] and cohesin is enriched at origins in HeLa cells [29, 31] but a potential role for DNA replication in cohesin localization in mammalian cells remains to be investigated. Recent studies show that transcription, the CTCF architectural protein, and Wapl position cohesin in mammalian cells [49, 50]. Absence of CTCF causes cohesin to localize to transcription start sites [49] similar to the pattern observed in Drosophila. Unlike mammalian CTCF, Drosophila CTCF does not interact directly with the SA cohesin subunit [51] and cohesin does not significantly co-localize with CTCF [34]. Thus the pattern observed in CTCF-deficient mammalian cells is similar to the normal pattern in Drosophila.

In mammalian cells that lack both CTCF and Wapl, cohesin accumulates in large islands several kilobases in size at the 3’ ends of genes [49] suggesting that transcription pushes cohesin to the ends of genes, as seen in yeast [52–54]. Although we detect modest increases in cohesin in some intergenic regions upon Pds5 or Wapl depletion in Drosophila cells, we do not see new substantial intergenic domains, suggesting that there may be additional factors in mammalian cells that trap cohesin at the 3’ ends of genes. Although it remains to be investigated, we envision that DNA replication also positions cohesin in mammalian cells, and that CTCF and transcription refine cohesin positioning, similar to our finding that the cohesin extending out from Drosophila replication origins skips over inactive genes to associate with active genes and regulatory sequences.

### Sister chromatid cohesion

It is poorly understood why Pds5, which removes cohesin from chromosomes, is also required for sister chromatid cohesion [55]. A recent study in budding yeast intimately links the role of Pds5 in cohesion to DNA replication by showing that mutations affecting the Elg1 protein that unloads the PCNA replication clamp, or alternatively overexpression of PCNA, suppress cohesion defects of *pds5* mutants [56].

Our findings lead us to speculate that Pds5 activity is modified at replication origins, where it actively increases the levels of the SA subunit, and that the high level of SA at origins is important for establishing sister cohesion during replication. SA is required for sister cohesion although it is not part of the ring that encircles DNA, and cohesin topologically binds chromosomes without SA [36]. It is proposed that SA can link two cohesin rings to mediate a handcuff mechanism for sister chromatid cohesion [57, 58] or alternatively that SA may act as a chaperone that facilitates topological binding of one cohesin ring around both sisters at replication forks [36]. These reports, together with the correlation between the loss of high SA levels at replication origins and loss of sister chromatid cohesion upon Pds5 depletion, lead us to propose that maintaining high levels of SA at origins is the critical Pds5 function for establishing sister chromatid cohesion. This idea is further supported by the finding that Brca2 depletion suppresses both the loss of cohesion and the loss of SA at origins caused by Pds5 depletion. Wapl depletion does not alter SA levels at origins, and does not reduce sister chromatid cohesion. An origin-specific role for Pds5 in facilitating SA binding can thus resolve the paradox that Pds5 is required for both sister chromatid cohesion and cohesin removal.

We do not know how Pds5 facilitates SA association with origins or how Brca2 counteracts this activity. We can envision, however, multiple possible direct mechanisms. SA, like Pds5, Wapl and Nipped-B contains several HEAT armadillo-like repeats, and has a structure similar to these cohesin regulators [13, 23, 37–41, 59, 60]. We thus speculate that when brought into proximity of each other on chromosomes, Brca2 might also interact with SA, or even Nipped-B. Although Wapl did not co-purify with Brca2 from Drosophila extracts, significant sub-stoichiometric amounts of SA and Nipped-B and other cohesin subunits were detected [11].

Pds5 and Nipped-B proteins form similar hook-like structures and interact with multiple cohesin subunits. Brca2 interacts with a region in the “handle” of Pds5 adjacent to the N terminal region that interacts with Wapl and facilitates Pds5 dimerization [11, 13]. Thus one idea is that Pds5 aids SA binding through interactions with Rad21 and SA, but Pds5 dimers formed by Brca2 do not. Brca2 depletion would reduce Pds5 dimerization and thereby increase SA binding. The caveat to this argument, however, is that Brca2 depletion also reduces Pds5 binding, and thus should also reduce SA binding. An alternative idea is that Brca2 might interact with SA on chromosomes and reduce its affinity for cohesin. It is also possible that the pre-RC at origins facilitates SA binding, and that Brca2 inhibits this binding via interaction with the pre-RC or SA. In this case, Pds5 could facilitate SA loading by interacting with Brca2 and preventing it from interacting with SA. Testing these ideas may be possible using Xenopus extracts that couple origin licensing with cohesin loading [25–28] and by examining the direct interactions of SA, Pds5 and Brca2 with each other and with replication factors.

As described below, although Pds5 and Brca2 have opposing effects on sister chromatid cohesion and SA levels at replication origins, they have very similar effects on gene expression. This apparent paradox can be explained if Pds5 activity is altered at origins or in early G1 during origin licensing. In other words, we suspect that the roles of Pds5 in sister chromatid cohesion and gene expression are separated by chromosomal location and/or phase of the cell cycle.

The Pds5-Brca2 complex is important for mitotic DNA repair and homologous recombination during meiosis, corresponding with the known role of Brca2 in DNA repair [10–12]. The finding that Brca2 can oppose Pds5 function in sister chromatid cohesion shows that Brca2 plays an additional role in regulating genome stability. The anti-cohesion role of Brca2 is opposite to its role in DNA repair in the sense that reduced cohesion decreases genome stability and DNA repair increases stability. It remains to be seen if hypermorphic *brca2* mutations or overexpression of Brca2 can reduce sister chromatid cohesion sufficiently to alter chromosome segregation, but this is potentially relevant to the increased cancer susceptibility in some individuals with *BRCA2* missense mutations. It is also of interest that the human *BRCA2* gene neighbors *PDS5B*, with some cancer-associated mutations likely altering both genes [61]. This raises the possibility that some mutations could alter the BRCA2-PDS5B ratio in a way that disfavors sister chromatid cohesion.

### Gene regulation

Since the original discovery that *Nipped-B* mutations alter enhancer-dependent gene expression [62] an attractive concept has been that cohesin holds enhancers and promoters together by a topological mechanism similar to how it holds sister chromatids together. This idea has been expanded in loop extrusion models in which chromatin is threaded through topologically bound cohesin to form intra-chromosomal loops important for topological domain (TAD) formation and gene regulation [50, 63]. These models thus also suggest cohesion-like mechanisms to hold together two regions of the same chromosome.

Not all TADs in Drosophila cells, however, require cohesin for their formation [34, 64–66] and data presented here argue against the intra-chromosomal cohesion model for facilitating enhancer-promoter loops. The Pds5 to Wapl ratio is substantially higher at promoters than at enhancers, which based on *in vivo* FRAP [9] predicts that cohesin binding is less stable at promoters. Indeed, as shown here, Pds5 depletion substantially increases cohesin levels at promoters but has much less effect at enhancers. The intra-chromosomal cohesion model predicts that the cohesin dynamics will be same at enhancers and promoters, either because they are the same cohesin complexes at both sequences in the embrace cohesion model, or are tightly linked to each other in the handcuff model. A caveat to this argument is that if there are several cohesin rings at these regulatory sequences, as few as one may mediate intra-chromosomal cohesion, while the majority differ in their composition and binding dynamics.

The finding that Pds5 and Brca2 depletion have very similar genome-wide effects on gene expression provides further evidence against the intra-chromosomal cohesion model because Pds5 depletion strongly reduces sister cohesion and Brca2 depletion does not. If sister chromatid cohesion is lost, then intra-chromosomal looping should also be substantially reduced. It is also possible, however, that only a small fraction of the effects of Pds5 depletion on gene expression involve looping deficits, and that changes in cohesin’s other roles in gene regulation are responsible for most effects on gene expression. For instance, cohesin influences transcription of active genes by recruiting the PRC1 Polycomb repressive complex to the promoter region [19, 44]. Nipped-B and cohesin bind to essentially all enhancers, however, and there are many instances where Nipped-B or cohesin depletion reduces transcription of genes activated by known enhancers [33]. We thus currently prefer the alternative idea that interactions between Nipped-B or cohesin with other proteins, such as the Mediator complex [67] facilitate enhancer-promoter looping.

The finding that Pds5 and Brca2 influence expression of the same genes as Nipped-B and cohesin supports the idea that they mediate their effects on gene expression in large part through their effects on cohesin binding and dynamics. It is counterintuitive, however, that their effects are largely in the same direction as Nipped-B or cohesin because Pds5 depletion increases cohesin at promoters and Nipped-B at all regulatory sequences. It is also unexpected that Pds5 and Brca2 depletion, which have opposite effects on SA levels at regulatory sequences, have the same effect on gene expression. These findings thus argue that optimal cohesin dynamics are more important than absolute cohesin levels for gene expression. It must be kept in mind that most genes that bind cohesin do not show large changes in transcription upon cohesin depletion, and that only a subset show substantial and statistically significant changes [14, 33]. Both increases or decreases in cohesin levels or dynamics at these more sensitive genes could have similar effects on their transcription.

Another possibility we considered is that the level of Pds5, and not Nipped-B or cohesin, is more crucial for gene regulation. Nipped-B and Brca2 depletion reduce Pds5 at all regulatory sequences except PREs, and thus have similar effects on Pds5 binding levels as depletion of Pds5. Against this idea, Wapl depletion increases Pds5 levels on gene regulatory elements, and has similar effects on gene expression as Pds5 depletion. We thus currently favor the idea that cohesin binding dynamics is the key factor that drives the majority of the significant effects of cohesin on transcription. This idea can be tested in future experiments through more direct measurements of transcription such as nascent RNA sequencing, and overexpression of cohesin regulators.

### Roles of Brca2 in gene expression and development

The finding that Brca2 has significant effects on gene expression in both cultured cells and *in vivo* has implications for the role of *BRCA2* mutations in cancer susceptibility. Many of the genes whose expression is altered in *brca2* mutant wing discs are involved in development, cell cycle control and DNA repair, or are broadly active transcriptional regulators. Effects on gene expression caused by *BRCA2* mutations could conceivably contribute to cancer etiology even in the absence of DNA damage.

Although Drosophila *brca2* null mutants are viable [46] mouse *Brca2* null mutations are homozygous lethal during embryogenesis [68] and thus are also likely early recessive lethal in humans. However, some mice with *Brca2* hypomorphic mutations survive and are smaller than littermates, with multiple developmental abnormalities [69]. Importantly, biallelic human *BRCA2* mutations expressing truncated or otherwise altered BRCA2 proteins cause Fanconi anemia type D1 [70, 71]. This type of Fanconi anemia is associated with highly penetrant and fatal early childhood leukemia, but also multiple congenital abnormalities including slow growth and microcephaly, which are phenotypes that also occur in Cornelia de Lange syndrome, caused by dominant mutations altering cohesin function [72–77]. The sources of the developmental deficits in *Brca2* mutant mice and Fanconi anemia D1 are unknown, but our results showing effects on gene expression and growth in developing Drosophila wings raise the likelihood that they reflect multiple changes in gene expression, similar to those caused by heterozygous *Nipped-B* and *NIPBL* mutations.

## Materials and methods

### Cell culture, RNAi treatment and metaphase spreads

BG3 cells were cultured and RNAi treatment and metaphase spreads were performed as previously described [14]. At least 50 metaphase nuclei were scored for each treatment group and time point in each experiment.

### Pds5 and Brca2 antibodies

Full length Pds5 (residues 1–1218) was expressed as a His6 fusion in *E*. *coli*, purified by nickel chromatography, and used to immunize a guinea pig at Pocono Rabbit Farm and Laboratory, Inc. Brca2 residues 1 to 404 of were expressed as a His6 fusion peptide in *E*. *coli*, purified and used to immunize a rabbit and a guinea pig at Josman, LLC.

### ChIP-seq

ChIP-seq was performed as described before [17, 18]. The Nipped-B, Rad21, SA and Wapl antibodies and their validation were described previously [32, 78]. The Pds5 and Brca2 antibodies were validated by RNAi westerns (S1 Fig). Multiple independent biological replicate experiments were performed for each experimental ChIP-seq group, sequencing to at least 10X genome coverage per replicate, and normalizing to input chromatin sequencing of at least 45X genome coverage. Mean enrichment at active promoters, enhancers and PREs was calculated as described before [17, 19] using custom R [79] scripts. Meta-origin analysis was performed using custom R scripts and the locations of early DNA replication origins in BG3 cells (GEO Accession GSE17281, S1 File). Meta-origin plots were made using Microsoft Excel. Violin plots were made using the wvioplot.R package (https://github.com/cran/wvioplot). The Integrated Genome Browser (IGB) [80] was used to inspect ChIP-seq data and prepare figures. The thresholding function in IGB was used to generate bed files for defining regions of significant enrichment, and the bedtools intersectbed program [81] was used to find overlaps in binding regions. ChIP-seq data was deposited in the NCBI GEO database, accession number GSE109387.

### DNA fiber analysis

DNA fibers were spread on microscope slides by adapting a published procedure [82]. Mock or RNAi-depleted BG3 cells were labeled with 20 micromolar IdU (ThermoFisher, cat no. 10035701) in the media for 20 min at 25°C, washed twice with phosphate buffered saline (PBS) and then labeled for 20 min with 200 micromolar CldU in the culture media (Sigma Aldrich, cat no. C6891) at 25°C. Labeled cells were washed twice with PBS, trypsinized, washed twice with PBS and brought to 7,000 cells per microliter in PBS and placed on ice. For experiments with hydroxyurea (HU) treatment, cells were washed twice with PBS after CldU incorporation and incubated at 25°C with 4 mM HU for 4 hours prior to cell collection. Labeled cells were diluted with unlabeled control BG3 cells in a 1:5 or 1:10 ratio before spreading to decrease the number of overlapping labeled fibers [82]. Two microliters of diluted cells were mixed with eight microliters of lysis buffer (200 mM Tris^.^HCl pH 7.5, 50 mM EDTA, 0.5% SDS) on top of a microscope slide (VWR, cat no. 48311–703) for eight min. After lysis, the slides were tilted at a 20 to 40^o^ angle to allow the DNA to spread. Slides were air-dried at room temperature for 1 hour and fixed in 3:1 v/v methanol:acetic acid solution for eight min. Fixed slides were dried and stored at 4°C before immunostaining.

For immunostaining, fixed slides were washed twice for five min with PBS and treated with 2.5 N HCl for one hour. Acid-treated slides were washed three times for five min with PBS, blocked with 5% (w/v) bovine serum albumin (BSA) in PBS for one hour at 37^o^ and rinsed in PBST (0.05% Tween 20 in PBS) for five to ten sec just prior to adding primary antibodies diluted in PBST containing 1% BSA. The primary antibodies used were 1:20 mouse anti-BrdU B44 (BD Biosciences, cat no. 347580) which recognizes IdU and 1:100 rat anti-BrdU monoclonal antibody BU1/75 (ThermoFisher, cat no. MA1-82088) which recognizes CldU. Forty microliters of the primary antibody mix was added to each slide, covered with a coverslip, and the slides were incubated in a dark humid chamber for 1.5 hours at room temperature. Coverslips were removed in PBS, and the slides washed three times for five min with PBST and kept in PBS until addition of the secondary antibodies. The secondary antibodies were each diluted 1:125 in PBST containing 1% BSA. The secondary antibodies used were Alexa Fluor 546 goat anti-mouse IgG1 (Invitrogen, cat no. A21123) and Alexa Fluor 488 chicken anti-rat IgG (Invitrogen, cat no. A21470). Forty microliters of diluted secondary antibody mix was added to each slide, covered with a coverslip, and the slides were incubated for one hour in a dark humid chamber at room temperature. Coverslips were removed in PBS, and the slides washed three times for five min in PBST and left in PBS before mounting. For mounting, slides were air-dried at room temperature in the dark, and mounted with 20 microliters of ProLong Gold antifade reagent (Invitrogen, cat no. P36930) under a coverslip. Slides were dried at room temperature in the dark and stored at 4^o^ before imaging. Fluorescent micrographs were digitally captured using a Leica SP5 laser scanning confocal microscope with a 60x objective, and the lengths of connected red and green fibers were measured using NIH ImageJ software. Statistical analysis was conducted using R and violin plots generated using wvioplot.R.

### RNA-seq

Total RNA-seq seq with BG3 cells was performed using ribosomal depletion and processed as described previously [19, 47] using three independent biological replicates for each depletion and six previously reported mock control samples [19] (GEO Accession GSE100548). Genome-wide expression values between replicates showed correlations >0.95. Gene expression data in mean normalized nucleotide coverage per gene, and gene ontology analysis is provided in S1 Data. Total RNA-seq with dissected late third instar wing discs from female larvae was conducted as described before using ribosomal depletion [47]. To minimize genetic background effects, five wild-type controls consisted of two Canton S samples and three *y w* samples from independent stocks. The five *brca2 -/-* replicates consisted of two isolations of GFP negative larvae from a *brca2*^*KO*^ */ CyO*, *Kr-GFP* stock and three isolations from GFP negative larvae from a *brca2*^*56e*^ */ CyO*, *Kr-GFP* stock. All replicates gave genome-wide correlation values >0.95. Both *brca2* null alleles were the gift of Trudi Schüpbach. The expression data in mean normalized nucleotide coverage per gene, and gene ontology analysis is provided in S1 Data. RNA-seq data was deposited in the NCBI GEO database, accession number GSE109387.

### Wing area measurements

Wings were collected from adult flies from crosses conducted at 25°C, mounted, photographed and measured as previously described [47].

## Supporting information

S1 Fig Effects of cohesion protein depletions on cohesion protein and transcripts. (**A**) The top and bottom panels are matched western blots of whole cell extracts of cells after the indicated single and double RNAi treatments for 4 to 5 days. The top panel is probed with anti-Pds5 antibody and the bottom panel is probed with anti-Wapl. The asterisk (*) indicates a non-specific band recognized by the Pds5 antibody used as a loading control. (**B**) Matched western blots with extracts from cells with the indicated single and double RNAi treatments. The top panel was probed with anti-Pds5 and the bottom panel was probed with anti-Rad21. (**C**) Matched western blots with extracts from cells with the indicated RNAi treatments. The top was probed with anti-Pds5 and the bottom was probed with anti-Nipped-B. (**D**) Western of extracts of cells after the indicated RNAi treatments (mock, iPds5, iBrca2) probed with anti-Pds5 and anti-MED30 as a loading control. (**E**) Western of extracts of cells after the indicated RNAi treatments (mock, iPds5, iWapl, iPds5 iRad21, iBrca2) treated probed with anti-Brca2. The asterisk (*) indicates a non-specific band recognized by anti-Brca2. (**F**) The left western shows extracts of cells with the indicated RNAi treatments (mock, iPds5, iBrca2) probed with anti-SA, and anti-MED30 Mediator subunit. The right panel is a western of extracts from mock-treated cells and cells depleted for SA (iSA) and anti-MED30 to demonstrate SA antibody specificity. (**G**) The top western shows extracts from mock-treated cells and cells depleted for Wapl (iWapl) probed with anti-Nipped-B, anti-SA, and anti-MED30. The second panel down shows a longer exposure for SA from the same blot. The third panel down shows the same blot when re-probed with anti-Wapl, and the bottom panel when re-probed with anti-actin. (**H**) Summary of the effects of Pds5, Wapl and Brca2 depletions (iPds5, iWapl, iBrca2) on the levels of the indicated proteins by western blot of whole cell extracts, and ChIP-seq enrichment at replication origin centers (ChIP ORI) or in regions flanking replications origins (ChIP flanking). “≈” indicates no significant change, thick down arrows indicate a large decrease, thin arrows indicate a small decrease, thick up arrows indicate a large increase, and thin up arrows indicate a small increase. Other than large decreases in the protein targeted by the RNAi treatment, the only noticeable effect of an RNAi treatment on a non-target protein is a small decrease in Brca2 with Pds5 depletion. See panel E for example westerns. There was no significant change in Brca2 ChIP-seq enrichment with Pds5 depletion. (**I**) Effects of Pds5, Brca2, and Pds5-Brca2 double depletion on cohesion factor transcripts measured by RNA-seq. The RNA Expression Ratio is the ratio of the level of the transcripts in depleted cells to the level in the mock-treated control cells. Gray boxes indicate where the double-stranded RNA used for RNAi treatment is detected by RNA-seq, preventing transcript quantification. Significant p values are in red. All expression comparisons shown gave q values greater than 0.05 (S1 Table).
(TIF)

S2 Fig Examples of correlations between ChIP-seq biological replicates, preimmune ChIP-seq control, and calculating fold-changes in ChIP-seq enrichment. **(A)** SA ChIP-seq enrichment normalized to input chromatin (>45X genome coverage) every 50 bp across a 130 kilobase *kayak* region from three independent biological replicate experiments sequenced to at least 10X genome coverage are plotted against each other as examples of the reproducibility of the ChIP-seq method used for these studies. The genome-wide Pearson correlations between the two replicates plotted in each panel are above the plot, and the correlations in the 130 kilobase region surrounding *kayak* are given in the plot. (**B**) Genome browser views of Pds5, Brca2, Wapl, SA and preimmune serum ChIP-seq enrichment (log2 values) are shown as an example of the lack of significant enrichment with preimmune serum, indicating a lack of methodological artifacts. Bars underneath the ChIP-seq enrichment plots indicate where enrichment is in the 95 percentile or higher for at least 300 base pairs. Asterisks (*) indicate Pds5 binding sites without significant Brca2 occupancy. Daggers (†) indicate Pds5 –Brca2 binding sites in regions with little cohesin or Wapl. The right panel shows a higher resolution view of one of the active kayak gene promoters, illustrating the ChIP-seq enrichment values every 50 base pairs, simplifying downstream data analysis. (**C**) Example of an increase in SA enrichment at the kayak locus upon Brca2 depletion (iBrca2). The method used to calculate the fold-change in enrichment every 50 base pairs is the bottom track.
(TIF)

S3 Fig Meta-origin analyses in BG3 cells after Wapl, Brca2, Nipped-B and Rad21 depletion. (**A**) Left panel is the SA distribution in mock-treated control cells (blue, SA) and cells depleted for Wapl (red, SA iWapl). Right panel is the -log10 p values of each bin for the difference in control versus the depletion calculated using the Wilcoxon signed rank test. (**B**) Same as A for the Pds5 distribution. (**C**) Same as A for the Nipped-B distribution. (**D**) Left panel is the Pds5 meta-origin distribution in control (blue, Pds5) cells and cells depleted for Brca2 (red, Pds5 iBrca2). Right panel shows the–log10 p values. (**E**) Same as D for Wapl distribution. (**F**) Left panel is the Pds5 distribution in control (blue, Pds5) cells, and cells depleted for Nipped-B (red, Pds5 iNipped-B). Right panel shows the -log10 p values. (**G**) Same as F except for Rad21 depleted cells.
(TIF)

S4 Fig Examples of extended cohesin domains upon Pds5 or Wapl depletion. (**A**) Genome browser view of the *string* region showing skipping of spreading cohesin over inactive genes and intergenic regions. The *string* (*Cdc25*) gene and its active enhancers are labeled in red type. The top track is the early DNA replication pattern. The ChIP-seq tracks show the Rad21 (black) and Nipped-B (purple) binding patterns in control cells and cells depleted for Pds5 (iPds5). The bottom track shows the Rpb3 RNA polymerase pattern (blue). Shaded areas indicate regions of increased Rad21 and Nipped-B occupancy in Pds5-depleted cells. Pds5 depletion increases Rad21 and Nipped-B occupancy at the active gene cluster containing *Pglym78* some 100 kb centromere-proximal (left) to the origin, but not with inactive genes such as *CG14509* in the intervening region. Similarly, cohesin and Nipped-B increase substantially at the active *Cxn99A* gene to the right of the origin, but show only a modest increase in the intervening intergenic region. *CG15817* is active but binds much less cohesin than some active genes located further from the origin. Pds5 depletion increases cohesin and Nipped-B at *CG15817*. (**B**) Enhancer of split gene complex showing expansion of cohesin domains beyond TAD (topologically associating domain) boundaries upon Pds5 or Wapl depletion. Enhancer of split genes are labeled in red, and the thin blue horizontal arrow just above the genes shows the extent of the gene complex. Wide vertical blue arrows below the genes indicate the TAD boundaries determined by 3C (chromosome conformation capture) [34]. The top track shows the early DNA replication pattern. The ChIP-seq tracks show the Pds5 (orange) pattern in control cells and cells depleted for Wapl (iWapl), the Wapl pattern (light blue) in control cells and cells depleted for Pds5 (iPds5), the SA (green) binding in control cells and cells depleted for Wapl (iWapl), the Rad21 (black) binding in control cells and cells depleted for Pds5 (iPds5), the Nipped-B (purple) pattern in control cells and cells depleted for Pds5 (iPds5), and the Rpb3 (blue) RNA polymerase binding in control cells. Shaded areas indicate regions with increased occupancy by cohesion proteins upon Pds5 or Wapl depletion.
(TIF)

S5 Fig DNA fiber replication analysis in BG3 cells depleted for Pds5 and Brca2. The top diagram shows the labeling scheme and the hydroxyurea (HU) treatment after CldU incorporation. The left panel shows the lengths of the IdU tracts in Mock control cells, and cells depleted for Pds5 (iPds5) or Brca2 (iBrca2). The blue line indicates the median tract length in Mock control cells. The IdU tracts were combined for the HU-treated and untreated cells, and only IdU tracts continuous with CldU tracts were measured. The table beneath the left panel gives the median tract lengths in microns for each group and the p values using the Wilcoxon test. The right panel shows the ratio of lengths of the CldU tracts to the connected IdU tracts. The blue line indicates the median ratio in Mock control cells not treated with HU, and the red line indicates the median ratio in Mock control cells treated with HU. The table beneath the right panel gives the median ratio for all groups and the p values for the indicated comparisons using the Wilcoxon test. Similar results were obtained in two other independent experiments.
(TIF)

S6 Fig Adult wing areas in *brca2* mutant and control flies. Violin plots show the distributions of adult wing blade areas from the indicated groups of flies grown at 25^o^. The *brca2* -/- mutant wings are from ~20 homozygous *brca2*^*KO*^ and ~40 *brca2*^*KO*^ */ brca2*^*56e*^ flies and the control wings are from ~20 each from *cn bw*, Oregon R, *brca2*^*KO*^ */ cn bw* and *brca2*^*KO*^ */ cn bw* flies. The various mutant and control genotypes were combined to minimize the effects of genetic background differences that can influence growth. P values were calculated using the Wilcoxon test. Horizontal blue lines indicate the median wing areas for male and female control flies.
(TIF)

S1 Table Statistical tests of changes in cohesin and Nipped-B ChIP-seq enrichment at promoters, enhancers and PREs upon Pds5, Brca2 or Wapl depletion in BG3 cells.

S1 Data RNA-seq data in BG3 cells depleted for Nipped-B, Rad21, Pds5, Wapl, and Brca2, and control and brca2 mutant female 3^rd^ instar wing imaginal discs.

S1 File Locations of strongest early DNA replication origins in BG3 cells.

How the deposited data were processed for this re-analysis (not part of the article)

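RNA of BG3 cells was measured by the authors after depletion of Nipped-B, Rad21, Pds5, Wapl or Brca2, of Brca2 with Pds5 and of Brca2 with Wapl, and in mock-treated cells, and RNA of wing discs in control and *brca2* mutant larvae, 36 libraries of 10 conditions in all. Each depletion has 3 libraries, iBrca2 iWapl 2, mock 6, and each wing disc group 5. Per the labels, total RNA was sequenced on Ion Torrent machines after ribosomal RNA removal. The authors made the signal values, mean nucleotide coverage per gene, with bedtools and normalized them so that each group sums to nearly the same total. Each deposited ratio is the group mean over the control mean, as recomputed from the deposited means. The deposited p-value and q-value of each gene compare the group with its control, and the authors' test, q method, aligner and annotation are not given in the sources used here. The gene ontology sheets with count, fold enrichment and Benjamini p-value are also the authors', as deposited. Tables hold group means only, and 0 columns per library were used, so depth per library and its precision cannot be given.

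Comparisons were each depletion with mock (7) and mutant with control discs (1). Calls are the authors' p or q of 0.05 or less. The SE of each difference and the pooled SD were recovered from the means and the authors' p by the pooled-variance form of Student's test. The form was checked on genes at the floor, except in iWapl, iBrca2 iPds5 and the wing discs. The authors' q equals a constant times the Benjamini-Hochberg adjusted p in each comparison. A moderated test used limma 3.58.1 (R 4.3.3) on recovered relative variances with a trend, with Benjamini-Hochberg adjustment. Other values came from Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures from matplotlib 3.10.9. Pearson r of log2 ratios has a 95% bootstrap interval over 1000 draws of genes, and 20 simulated datasets with unchanged genes give the r, overlap, covariance, share on the same side and fit of the double depletions due to the shared mock. Overlaps used Fisher's exact test with Benjamini-Hochberg adjustment. Length trends used permutation with 10000 permutations.

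Gene lists, 31 in number, were written before the data were examined: cohesin and cohesion factors, cytoplasmic and mitochondrial ribosomal proteins, translation factors, neurogenesis and Notch pathway, disc patterning, axon guidance, neurons, glia, hemocytes, fat body with gut and salivary gland, myoblasts and muscle, trachea, testis and germline, dosage compensation, DNA replication, mitosis, DNA repair, p53 and apoptosis, immunity, RNA interference, heat shock, Mediator, Polycomb and Trithorax groups, Pol II kinases and elongation, ecdysone response, growth regulators, histones, mitochondrially encoded genes, respiratory chain and proteasome. The neurogenesis, disc and axon lists were also taken together. List medians were compared with 10000 random lists matched on control mean in 20 bins, and, as a choice made after the data were seen, on exonic length as well, from the 50 nearest genes with length weighted 3 times. Genes named are, per comparison, the 10 highest and 10 lowest ratios among q of 0.05 or less (p where fewer than 20 pass) with the higher group mean at or above the median control mean, all genes the paper names in its text, S1I Fig or Fig 9B (S1I Fig itself was not available, and the cohesin and cohesion factor list stands in for its genes), the RNAi targets, and in each list the 2 highest and 2 lowest members at p of 0.05 or less. The lists and that rule were written with the paper at hand, before the deposited files were examined. Values of part of the BG3 genes in S1 Data and all of Fig 9B had been open to view by then. On a gene of S1 Data the form of the authors' test was tried. Some genes within this rule are not reported here.

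On simulated data with the recovered variances of iNipped-B, the moderated test called 50 of 100 genes raised 2-fold and 24 of 100 halved, with 5 unchanged genes called, where p of 0.05 called 86 and 72, with 372 unchanged. Of 40 unchanged lists 1 lay outside percentiles 2.5 to 97.5. Alternatives set then were Benjamini-Hochberg in place of the authors' q, the moderated test, control means at or above the median or at least 1000, a fold of 1.5 as well, centring on the median ratio, pseudocounts 100 and 1000, Spearman correlation and correlation without the 5 dsRNA targets. Alternatives added after the data were seen took genes below the median mock mean, left out mock means under 100, and took exonic length into account by a quadratic fit, by the 200 genes nearest in length, by matched lists or by 20 bins of length. The authors' sheet of Fisher p-values was not used, since overlaps were recomputed from the gene table.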

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

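Of the tests below, those on the mock libraries, the developmental lists, the iWapl floor genes, a swap of labels and the range of *Brca2* levels were chosen only after the result was seen.

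Log2 ratios followed exonic length in opposite directions in iBrca2 and *brca2* mutant discs, with Spearman rho of 0.674 and -0.642 over 3297 genes (permutation p of the difference = 0.0001, the smallest 10000 permutations can give). This p takes genes as independent and holds no variation between libraries. The trend was 0.634 in iNipped-B, 0.638 in iPds5 and 0.294 in iBrca2 iPds5. The mock libraries alone are argued against, because 12 of 21 ratios between depletions, from which mock drops out, also followed length with rho of 0.2 or more in size, and developmental genes at any length are argued against in iPds5, iWapl and iBrca2, where the lists lay above the 95% range of length-matched lists in 0 of 3. A candidate explanation is unequal recovery of short transcripts between libraries, since the partial rho with exonic length exceeded that with gene span by a median of 0.263, though by 0.00588 in iRad21. Also open are changes of developmental genes in iNipped-B and iRad21 (above that range in 2 of 2) and of ribosomal protein genes (below it in 5 of 7 depletions).

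Genes at the floor of the mock libraries, with a mock mean under 10, had a median log2 ratio of 9.29 in iWapl over 58 genes, partly by selection, since a gene is in the table only if a group mean reaches an entry level, which 44 of the 58 reach in iWapl, 10 in iRad21 and 5 or fewer in the other depletions, a signal in genes the paper does not discuss. The CV over the 3 iWapl libraries was recovered from the authors' p by a form checked in other depletions but not in iWapl. It had a median of 1.50, near the 1.73 that 1 library holding all signal gives. If that form holds in iWapl, this argues against a like rise in each iWapl library. The same genes also had a median log2 ratio of 4.53 in iBrca2 iPds5 (median CV 1.42) and 3.62 in the libraries labelled iBrca2 iWapl (median CV at most 0.0509, 50 genes at p of 0.05 or less in the authors' deposited table). These are values near the floor, with a median mean of 44.4 in iBrca2 iPds5 and 24.8 in iBrca2 iWapl, against 945 in iWapl. In iBrca2 iWapl 1 of the 58 genes reached the entry level. A signal in 1 library of iWapl leaves these low values unexplained, and their cause was not tested. Wing disc RNA is argued against, because the level of 12 such genes in iWapl had rho = -0.399 with that in control discs (upper 95% bound 0.227), and *dpn* read 145 in iWapl and 53417 in control discs, although 66.7% of the 12 reached the level at which genes enter the table. Signal from 1 library may explain the iWapl values at this CV of 1.50, and no biological explanation was tested.

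*Brca2* was 3.10-fold mock in iWapl in the authors' deposited table, a value the paper's text does not report. In the libraries labelled iBrca2 iWapl the *wapl* signal was 3.35% of its iWapl mean. A swap between an iWapl and an iBrca2 iWapl library is argued against, because the CV of *Brca2* over both iBrca2 iWapl libraries was at most 0.0452, which does not bear on both being Brca2-depleted libraries without *wapl* dsRNA. The CV of *Brca2* in iWapl, 0.717, was 72.5% of the 0.988 that 1 Brca2-depleted library at the iBrca2 iWapl mean would give. It was 46.5% to 75.7% over the levels of the groups given *Brca2* dsRNA and of 3 other single depletions. This argues against such a library only at these levels, which are group means. A single library can lie off its group mean, and the CV of *Brca2* within iBrca2 could be up to 0.767. With 1 library at 50378 and 2 at 16164, outside these levels, the CV and mean seen would result. The test therefore cannot exclude a Brca2-depleted library. For genes with a mock mean at or above the median, iBrca2 iWapl had r = 0.853 with iWapl and 0.723 with iBrca2. The iBrca2 iPds5 group, not given *wapl* dsRNA, also had r = 0.742 with iWapl, so these values do not settle the label. What raised *Brca2* in iWapl and left *wapl* low in iBrca2 iWapl stays open, and no biological explanation was tested.

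Outside the genes the paper discusses, the eye color gene *w* was 497-fold control in *brca2* mutant discs in the authors' deposited table. The controls include both *y w* and Canton S larvae, whose *w* levels cannot be read apart from group means, and the mutants come from other stocks. This ratio therefore cannot be told apart from a difference in stock genotype at *w*. The fat body, gut and salivary gland list, from tissues other than the disc, had a median ratio of 9.10 in mutant discs, carried by genes that varied between mutant libraries (CV at most 2.10 for *Sgs7*, 2.10 for *Sgs8* and 2.01 for *Sgs5*), with 2 of 18 genes higher at p of 0.05 or less in the authors' deposited table and 0 adjusted over the list alone. The heat shock list had a median ratio of 1.60 there, with 8 of 29 genes higher and 2 lower at p of 0.05 or less in the authors' deposited table and 0 adjusted over the list alone.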

How the results depend on the processing

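Alternatives on exonic length, on genes below the median and without genes whose mock mean is under 100 were chosen only after the result was seen. Under alternatives set in advance, 96 values of the comparisons stayed within their limits and 82 moved, and under those added 11 stayed and 16 moved. For single named genes the values set in advance stayed in 8521 cases, lost the threshold in 1076 and gained it in 215. Most losses came from 1 alternative, since Benjamini-Hochberg adjustment kept 234 of the 1219 calls of named genes and lost 985. Where no reason is given, the cause was not tested. No paired analysis was possible because the tables hold group means only, and for the same reason leaving out each replicate, the replicate block and other splits of the samples were not run. Depth per library is unknown, so its limit on calls cannot be given. Among the named genes, centring on the median ratio reversed *eIF-4E* in the wing discs, from 0.918 to 1.02.

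Fewer genes are tested among those with a control mean at or above the median, where calls at p numbered 1498 in iNipped-B, 1155 in iRad21, 777 in iPds5, 768 in iWapl, 1015 in iBrca2, 376 in iBrca2 iPds5, 778 in iBrca2 iWapl and 1327 in the wing discs, and at q 1403 in iNipped-B, 652 in iRad21, 10 in iPds5, 46 in iWapl, 6 in iBrca2 iPds5 and 180 in iBrca2 iWapl. With Benjamini-Hochberg in place of the authors' q, whose values are a fraction of it, calls numbered 870 in iNipped-B, 520 in iRad21, 15 in iPds5, 17 in iWapl, 190 in iBrca2 iWapl and 161 in the wing discs. With the moderated test they numbered 1329 in iNipped-B, 8 in iWapl, 54 in iBrca2 iPds5, 179 in iBrca2 iWapl and 292 in the wing discs. A fold of 1.5 as well, which removes genes by construction, left 815 in iWapl, 1018 in iBrca2, 506 in iBrca2 iPds5 and 539 in the wing discs at p, and 264 in the wing discs at q.

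The r between depletions rose with pseudocounts 100 and 1000, mock means at or above the median and at least 1000, and Spearman rho, in that order, to 0.487, 0.551, 0.611, 0.551 and 0.540 for the mean of 21 pairs, 0.741, 0.809, 0.872, 0.808 and 0.755 for iNipped-B with iRad21, 0.752, 0.832, 0.906, 0.8305 and 0.772 for iPds5 with iBrca2, 0.436, 0.504, 0.570, 0.484 and 0.470 for either of iNipped-B and iRad21 with iPds5 or iBrca2, and 0.454, 0.566, 0.658, 0.5898 and 0.562 for iWapl with the other single depletions. For genes below the median, without genes whose mock mean is under 100, and after a fit on exonic length among genes at or above the median, to be read beside the values without the fit there, the mean of 21 pairs was 0.356, 0.455 and 0.488, iNipped-B with iRad21 0.576, 0.699 and 0.834, iPds5 with iBrca2 0.528, 0.674 and 0.825 and iWapl with the other single depletions 0.226, 0.485 and 0.511, and below the median iNipped-B or iRad21 with iPds5 or iBrca2 gave 0.286. For iWapl with iBrca2 iPds5, r was 0.625 and 0.671 with the pseudocounts, and 0.6596 and 0.756 without genes under 100 and after the fit on length (0.743 before the fit on the same genes). The cause was not tested.

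Pairs of 21 that shared more calls than independent lists at an adjusted Fisher p of 0.05 numbered 13 for higher and 8 for lower calls at q, and 9 for lower calls with Benjamini-Hochberg, where fewer genes are called. At or above the median mock mean, the share in the direction of iNipped-B was 97.4% in iRad21, 86.3% in iPds5, 85.3% in iBrca2 and 79.1% in iBrca2 iWapl. The r of iBrca2 iPds5 with the sum of its single depletions was 0.499, 0.454 and 0.484 at or above the median and with pseudocounts 100 and 1000, and that of iBrca2 iWapl with its sum 0.8304 and 0.798 at or above the median and with pseudocount 1000. Relative to genes nearest in length, 1 cohesion factor transcript was called in iBrca2 iPds5. With Benjamini-Hochberg, ribosomal proteins lower over the 7 depletions numbered 23 and developmental genes higher 47, and in the wing discs 6 ribosomal proteins were higher, 3 developmental genes lower, and 4 of the Fig 9B genes called, or 9 with the moderated test. Of the chromosomes 0 differed in called share at p or with Benjamini-Hochberg, where chromosome 4 did at q. The wing discs against iBrca2 gave r = -0.445, -0.581 and -0.353 with Spearman rho, at or above both medians and with pseudocount 100, and -0.300 after a fit on exonic length over 3297 genes at or above both medians. The cause was not tested.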

Differences from the paper's values

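No value the paper states for a measure compared here lies over 1.5 times from the value here beyond its error. Smaller differences and statements that differ follow.

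The paper states that no cohesion factor transcript other than those it names reached significance after depletion of Pds5, Brca2 or both. Over 18 transcripts in iPds5, 18 in iBrca2 and 17 in iBrca2 iPds5, the authors' deposited table also has *pds5* at 1.67 (p = 0.0227), *thr* at 1.62 (p = 0.0275) and *Hdac3* at 0.858 (p = 0.0397) in iBrca2 and *CG4203* at 1.44 (p = 0.0122) in iBrca2 iPds5 at p of 0.05 or less. At q of 0.05 the authors' table has 0 of these transcripts, as the legend of S1I Fig states. The panel itself was not available here, so whether it includes *pds5*, *thr*, *Hdac3* and *CG4203* is unknown.

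*Nipped-B* is stated to fall less after Pds5 or Brca2 depletion than its ratios of 0.534 and 0.553 in the authors' deposited table, while its ratio in iBrca2 iPds5, 0.631, lies in the stated range. The rises of 5 other transcripts have a stated ceiling, which the authors' deposited table exceeds in iBrca2 for *SMC1* (1.65), *Cap* (1.58), *wapl* (1.58) and *eco* (1.56) and in iPds5 for *SMC1* (1.53), while *Cap* (1.43), *wapl* (1.47), *eco* (1.35) and *dmt* (1.31) in iPds5 and *dmt* (1.50) in iBrca2 are within or at it.

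Gene ontology terms of neurogenesis and disc development are stated to be raised, and translation lowered, in every depletion. In the authors' sheets, iBrca2 iPds5 has 0 raised terms of neurons or discs past a Benjamini p of 0.05 (wing morphogenesis 21 genes, 0.127, axon guidance 19 genes, 0.165), and cytoplasmic translation does not pass it among lowered terms in iWapl (9 genes, 0.0967) or iBrca2 iWapl (9 genes, 0.495) and is not among those of iBrca2 iPds5. It passes in iNipped-B, iRad21, iPds5 and iBrca2, and raised terms of neurons and discs pass in each depletion but iBrca2 iPds5. The term neurogenesis is also among the lowered terms that pass in iNipped-B (74 genes) and iRad21 (62 genes).

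The few opposite effects against iNipped-B or iRad21 are stated to come mainly with Wapl depletion. In the authors' deposited table at p of 0.05 this depends on the direction of the opposite call. Of genes lower in iNipped-B and iRad21, 14 and 27 were higher in iWapl, fewer than the 28 and 37 in iPds5 and the 39 and 55 in iBrca2. Of genes higher in iNipped-B, 36 were lower in iWapl, more than the 12 in iPds5 and the 8 in iBrca2. Of genes higher in iRad21, 45 were lower in iWapl, against 12 in iPds5 and 16 in iBrca2. The raised genes thus go with the statement and the lowered genes do not. Wapl depletion is also stated to be opposite more often on genes lowered by Nipped-B or cohesin depletion, with no comparator named. Raised genes can serve as one. For iRad21, 27 of 604 lowered and 45 of 1475 raised genes were opposite in iWapl in the authors' deposited table, a larger share of the lowered genes. For iNipped-B it was 14 of 696 and 36 of 1830 in the authors' deposited table, nearly equal shares. These shares leave out that iWapl had 1011 higher and 318 lower calls in the authors' deposited table. Independent lists would give 77.3 opposite calls for lowered and 59.4 for raised genes of iRad21, and 89.1 and 73.7 for iNipped-B. Relative to independent lists, lowered genes were thus opposite in iWapl less often than raised genes in both depletions.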

Other observations

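Against all other genes, the list of p53 and apoptosis targets was higher in iRad21 more often (Fisher's exact test, adjusted p = 0.0197). Immune genes did not pass in iNipped-B, nor in iRad21 (Fisher's exact test, adjusted p = 0.253). Differences between depletions were not tested. Counts are of genes at p of 0.05 or less in the authors' deposited table, with those that pass when adjusted over the list alone in parentheses, and genes are treated as independent. Among 18 p53 and apoptosis targets there were 3 higher and 2 lower in iNipped-B (3 higher and 1 lower), 9 higher and 1 lower in iRad21 (9 higher and 1 lower), 1 higher in iPds5, 3 higher and 1 lower in iWapl, 1 higher in iBrca2, 2 higher in iBrca2 iPds5, 2 higher in the libraries labelled iBrca2 iWapl. Of 18 immune genes, the counts were 5 higher in iNipped-B (4 higher), 7 higher in iRad21 (6 higher), 1 higher in iPds5, 2 higher in iWapl, 1 higher in iBrca2, 1 higher in iBrca2 iPds5, 3 higher and 1 lower in the libraries labelled iBrca2 iWapl (2 higher). The 18 ecdysone response genes had 8 higher and 2 lower in iNipped-B (7 higher and 1 lower), 7 higher and 1 lower in iRad21 (6 higher and 1 lower), 6 higher in iPds5, 4 higher and 1 lower in iWapl (2 higher), 2 higher in iBrca2, 5 higher in the libraries labelled iBrca2 iWapl (5 higher), and 0 in iBrca2 iPds5. Among 24 growth regulators there were 7 higher and 3 lower in iNipped-B (4 higher and 1 lower), 6 higher in iRad21 (3 higher), 7 higher in iPds5, 6 higher in iWapl (4 higher), 5 higher and 2 lower in iBrca2 (1 higher), 5 higher in iBrca2 iPds5 (1 higher), 8 higher in the libraries labelled iBrca2 iWapl (5 higher). Of 8 dosage compensation genes, the counts were 4 higher in iNipped-B (4 higher), 2 higher in iRad21, 2 higher in iPds5 (2 higher), 3 higher in iWapl (3 higher), 3 higher and 3 lower in iBrca2, 2 higher in iBrca2 iPds5 (1 higher), 3 higher and 2 lower in the libraries labelled iBrca2 iWapl (3 higher and 2 lower). The 14 RNA interference genes had 3 higher in iNipped-B (2 higher), 4 higher in iRad21 (2 higher), 1 higher in iPds5, 1 higher in iWapl, 3 higher in iBrca2, 1 higher in iBrca2 iPds5, 2 higher in the libraries labelled iBrca2 iWapl.

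Stress, transcription and energy genes gave the following counts in the authors' deposited table. Among 27 heat shock genes there were 5 higher and 2 lower in iNipped-B (3 higher), 4 higher in iRad21 (3 higher), 2 higher and 1 lower in iPds5 (1 higher), 3 higher and 2 lower in iWapl, 2 higher in iBrca2, 1 higher in iBrca2 iPds5, 3 higher in the libraries labelled iBrca2 iWapl. Of 29 Mediator genes, the counts were 7 higher in iNipped-B (4 higher), 2 higher and 1 lower in iRad21, 3 higher and 1 lower in iPds5, 5 higher in iWapl (2 higher), 3 higher and 1 lower in iBrca2 (1 higher), 1 higher in iBrca2 iPds5, 3 higher in the libraries labelled iBrca2 iWapl. The 24 Pol II kinase and elongation genes had 8 higher in iNipped-B (2 higher), 4 higher and 1 lower in iRad21, 6 higher in iPds5, 5 higher and 1 lower in iWapl (1 higher), 4 higher in iBrca2, 2 higher and 1 lower in iBrca2 iPds5, 5 higher and 1 lower in the libraries labelled iBrca2 iWapl (1 higher). Among 21 respiratory chain genes there were 3 lower in iNipped-B, 5 lower in iRad21, 1 higher and 3 lower in iPds5, 4 lower in iWapl, 9 lower in iBrca2, 2 higher in iBrca2 iPds5, 2 lower in the libraries labelled iBrca2 iWapl. Of 32 proteasome genes, the counts were 1 lower in iNipped-B, 2 lower in iWapl, 3 higher in iBrca2, 4 lower in the libraries labelled iBrca2 iWapl, and 0 in iRad21, iPds5 and iBrca2 iPds5. The mitochondrially encoded list has too few members for a result.

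Lists reported above for other groups gave these counts in the authors' deposited table. Among 107 histone genes there were 26 lower in iNipped-B (7 lower), 7 lower in iRad21, 23 lower in iWapl, 4 lower in iBrca2 iPds5, 13 lower in the libraries labelled iBrca2 iWapl (1 lower). Of 35 Polycomb and Trithorax group genes, the counts were 20 higher in iNipped-B (11 higher), 8 higher in iRad21 (2 higher), 12 higher in iWapl (1 higher), 13 higher in the libraries labelled iBrca2 iWapl (2 higher), and 0 in iBrca2 iPds5. The 57 mitosis genes had 19 higher in iNipped-B (10 higher), 6 higher and 1 lower in iRad21, 19 higher in iWapl (1 higher), 4 higher and 1 lower in iBrca2 iPds5, 8 higher and 2 lower in the libraries labelled iBrca2 iWapl (1 higher). Among 47 DNA replication genes there were 8 higher in iNipped-B (2 higher), 2 higher and 1 lower in iRad21, 7 higher and 1 lower in iWapl, 1 higher in iBrca2 iPds5, 4 higher and 1 lower in the libraries labelled iBrca2 iWapl. Of 18 cohesin and cohesion factor genes (17 in each double depletion, where both targets are left out), the counts were 5 higher in iNipped-B (2 higher), 3 higher and 1 lower in iRad21 (1 higher and 1 lower), 8 higher in iWapl, 1 higher and 1 lower in iBrca2 iPds5, 6 higher and 1 lower in the libraries labelled iBrca2 iWapl.

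Markers of cell types other than BG3 cells gave these counts in the authors' deposited table. Among 8 neuron effector genes there were 4 higher in iNipped-B (3 higher), 3 higher in iRad21 (3 higher), and 0 in iPds5, iWapl, iBrca2, iBrca2 iPds5 and the libraries labelled iBrca2 iWapl. Of 12 glia genes, the counts were 1 higher and 2 lower in iNipped-B (1 lower), 2 higher and 1 lower in iRad21, 1 higher in iPds5 (1 higher), 1 higher and 1 lower in iWapl, 1 higher in iBrca2, 1 higher and 1 lower in iBrca2 iPds5 (1 higher), 1 higher and 1 lower in the libraries labelled iBrca2 iWapl. The 12 hemocyte genes had 3 higher and 1 lower in iNipped-B (2 higher), 4 higher and 1 lower in iRad21 (4 higher), 1 higher and 1 lower in iPds5, 2 higher in iBrca2 iPds5 (2 higher), 4 higher in the libraries labelled iBrca2 iWapl (3 higher), and 0 in iWapl and iBrca2. Among 17 muscle genes there were 6 higher in iNipped-B (4 higher), 4 higher in iRad21 (3 higher), 2 higher in iPds5, 3 higher in iWapl (1 higher), 2 higher in iBrca2, 2 higher in iBrca2 iPds5, 4 higher in the libraries labelled iBrca2 iWapl (2 higher). Of 3 trachea genes, the counts were 2 higher in iRad21 (2 higher), 1 higher in iWapl, and 0 in iNipped-B, iPds5, iBrca2, iBrca2 iPds5 and the libraries labelled iBrca2 iWapl. The 7 testis and germline genes had 1 higher in iNipped-B (1 higher), 2 higher and 1 lower in iRad21 (1 higher), 1 higher in iPds5, 1 lower in iBrca2, and 0 in iWapl, iBrca2 iPds5 and the libraries labelled iBrca2 iWapl.

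In *brca2* mutant discs the same counts in the authors' deposited table were neurogenesis and Notch genes 12 lower of 43, p53 and apoptosis targets 1 higher and 3 lower of 18, immune genes 0 of 12, ecdysone response genes 3 lower of 24, growth regulators 1 higher and 11 lower of 24 (1 lower) and dosage compensation genes 2 lower of 8. They were RNA interference genes 1 higher and 6 lower of 14 (1 higher and 4 lower), respiratory chain genes 5 higher of 21 (3 higher), proteasome genes 8 higher of 31 (4 higher), histone genes 12 higher and 8 lower, DNA replication genes 2 higher and 12 lower of 47 (3 lower) and cohesin and cohesion factor genes 7 lower of 18 (4 lower) for the remaining cell functions, and neuron effector genes 1 higher and 4 lower of 8, glia genes 1 lower of 10, hemocyte genes 0 of 11, muscle genes 2 higher and 3 lower of 18 (2 lower), trachea genes 1 higher and 1 lower of 11 (1 higher and 1 lower) and testis and germline genes 1 higher and 1 lower of 8 for markers of other cell types.

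Chromosome 4 had 15 of 65 genes called at the authors' q in mutant discs (23.1%, against 9.58% elsewhere, Fisher's exact adjusted p = 0.00668), 12 of them lower, a difference lost at p of 0.05 (adjusted p = 0.118) and with Benjamini-Hochberg (adjusted p = 0.212). Log2 ratios in mutant discs and iBrca2 BG3 cells had r = -0.307 across 7286 genes (interval -0.351 to -0.261), beside -0.304 for iNipped-B, -0.173 for iRad21, -0.295 for iPds5, -0.130 for iWapl, -0.0142 for iBrca2 iPds5 and -0.173 for the libraries labelled iBrca2 iWapl, so that it is not particular to Brca2 depletion. At or above both medians r with iBrca2 was -0.581, and -0.300 after a fit on exonic length, an alternative added after the data were seen. In the authors' deposited table, 373 genes were higher in iBrca2 and lower in the discs (214 for independent lists) and 77 the reverse (26.2).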
